# Endothelial Brg1 fine-tunes Notch signaling during zebrafish heart regeneration

**DOI:** 10.1038/s41536-023-00293-4

**Published:** 2023-04-07

**Authors:** Chenglu Xiao, Junjie Hou, Fang Wang, Yabing Song, Jiyuan Zheng, Lingfei Luo, Jianbin Wang, Wanqiu Ding, Xiaojun Zhu, Jing-Wei Xiong

**Keywords:** Regeneration, Epigenetics

## Abstract

Myocardial Brg1 is essential for heart regeneration in zebrafish, but it remains unknown whether and how endothelial Brg1 plays a role in heart regeneration. Here, we found that both *brg1* mRNA and protein were induced in cardiac endothelial cells after ventricular resection and endothelium-specific overexpression of dominant-negative *Xenopus* Brg1 (*dn-xbrg1*) inhibited myocardial proliferation and heart regeneration and increased cardiac fibrosis. RNA-seq and ChIP-seq analysis revealed that endothelium-specific overexpression of *dn-xbrg1* changed the levels of H3K4me3 modifications in the promoter regions of the zebrafish genome and induced abnormal activation of Notch family genes upon injury. Mechanistically, Brg1 interacted with lysine demethylase 7aa (Kdm7aa) to fine-tune the level of H3K4me3 within the promoter regions of Notch family genes and thus regulated *notch* gene transcription. Together, this work demonstrates that the Brg1-Kdm7aa-Notch axis in cardiac endothelial cells, including the endocardium, regulates myocardial proliferation and regeneration via modulating the H3K4me3 of the *notch* promoters in zebrafish.

## Introduction

The high mortality and morbidity of myocardial infarction are of public concern worldwide. The loss of cardiomyocytes following myocardial infarction and the inadequate self-repair capability of the mammalian heart make it difficult to treat cardiac diseases^1^. As one of the least regenerative organs in the human body, the heart replaces the infarcted myocardium with a noncontractile scar instead of new muscles, which is initially beneficial but eventually leads to loss of contraction and function. Although various cell-based and cell-free strategies have been explored to restore infarcted heart function, the efficacy and side effects, such as arrhythmia and immune rejection, currently prevent translation to the clinic. The neonatal mouse can regenerate its heart, but this ability is lost after 7 postnatal days^2–4^. A number of elegant studies have provided evidence for the underlying mechanisms, but how to efficiently stimulate mammalian heart regeneration remains largely unknown. Unlike mammals, some lower vertebrates, such as zebrafish, can fully regenerate the heart after injury throughout life^5^. Dissecting the cellular and molecular mechanisms of zebrafish heart regeneration may provide clues for promoting heart regeneration in mammals.

It is conceivable that cardiomyocyte dedifferentiation and proliferation contribute to heart regeneration in zebrafish^6,7^. Over the past decades, a number of signaling pathways and transcription factors have been reported to regulate myocardial proliferation and regeneration in zebrafish, including fibroblast growth factor, sonic hedgehog, retinoic acid, insulin-like growth factor, Notch, GATA4, Hand2, NF-kB, and Stat3^8–13^. Retinaldehyde dehydrogenase 2, which produces retinoic acid, is activated in the epicardium and endocardium within hours after injury, and transgenic inhibition of retinoic acid receptors impairs myocardial proliferation^8^. Conditional inhibition of Notch signaling via overexpression of dominant-negative Notch transcriptional co-activator Master-mind like-1 (MAML) in endothelial cells (including the endocardium) decreases myocardial proliferation^12,14^. These studies suggest an essential role of endocardial signaling in regulating myocardial proliferation, but it remains to be addressed how endocardial Notch components are regulated or how endocardial signals regulate myocardial proliferation and regeneration upon injury.

Epigenetic regulation plays an important role in gene expression in various cellular processes such as differentiation, proliferation, fate determination, as well as organ regeneration^15–18^. Epigenetic regulation is, in general, defined as controlling gene expression beyond the DNA sequence itself, consisting of histone modifications, DNA/RNA modifications, noncoding RNAs, and chromatin-remodeling complexes^19^. The SWI/SNF (SWItch/Sucrose Non-Fermentable)-like complex, a member of the ATP-dependent chromatin-remodeling complex family, uses energy from ATP hydrolysis, regulates gene transcription by rearranging nucleosome positions and histone-DNA interactions, and thus facilitates the transcriptional activation or repression of targeted genes^20^. We previously reported that its central subunit, brahma-related gene 1 (*brg1* or *smarca4*), had a critical function in zebrafish heart regeneration by interacting with DNA (cytosine-5)-methyltransferase 3 alpha b to modify DNA methylation of the cyclin-dependent kinase inhibitor 1C promoter^21^. We found that *brg1* was not only induced in cardiomyocytes but also in cardiac endothelial cells, including the endocardium, during myocardial regeneration^21^. In this work, we investigated how endothelial Brg1 played a role in zebrafish heart regeneration. Inhibition of Brg1 via dominant-negative (DN)-xBrg1 in cardiac endothelial/endocardial cells decreased myocardial proliferation and heart regeneration, and Brg1 interacted with the histone demethylase Kdm7aa (lysine (K)-specific demethylase 7Aa) to regulate *notch* receptor gene expression upon injury. Together, this work supports the notion that the Brg1-Kdm7aa axis fine-tunes Notch signaling in cardiac endothelium and endocardium during heart regeneration.

## Results

### Endothelial Brg1 is required for heart regeneration in zebrafish

Our previous work has shown that both global and myocardium-specific inhibition of Brg1 results in impaired myocardial proliferation and regeneration, while global inhibition of Brg1 leads to more severe cardiac fibrosis than its myocardium-specific inhibition^21^. In addition to elevated expression in the injured myocardium, Brg1 was also induced in other cardiac cells, including endothelial cells, during heart regeneration. To evaluate Brg1 expression in endothelial cells during zebrafish heart regeneration, we used immunofluorescence staining (Fig. 1a, b) and RNAscope in situ hybridization (Fig. 1c, d) to determine whether Brg1 was induced in endothelial cells upon ventricular amputation. Consistent with our previous report, Brg1 protein was co-localized with *Tg(fli1:nucEGFP)*-positive endothelial cells in the injury site at 7 days post-amputation (dpa) (Fig. 1a, b). Moreover, RNAscope staining revealed that *brg1* mRNA was elevated and partially overlapped with *kdrl*-positive endothelium at 3 dpa (Fig. 1c, d). We then turned to tamoxifen-induced endothelium-specific inhibition of Brg1 with the transgenic strains *Tg(ubi:LoxP-DsRed-STOP-LoxP-dn-xbrg1; kdrl:CreER)*^21,22^ to address whether Brg1 had a function in endothelial cells during regeneration. To validate the endothelial-specific expression of *Tg(kdrl:CreER)*, we created compound transgenic zebrafish line *Tg(ubi:LoxP-DsRed-STOP-LoxP-EGFP; kdrl:CreER)*, where endothelial-specific expression of GFP is driven by the *kdrl* promoter after Cre-mediated recombination. The immunostaining with GFP antibody showed that GFP was expressed in the endocardium/coronary vessels in the double transgenic fish hearts treated with 4-HT (Supplementary Fig. 1a). Furthermore, RNA in situ analysis with either *CreER* or *dn-xbrg1* probes revealed expression of *dn-xbrg1* and *CreER* mRNA in the endocardium/coronary vessels on frozen heart sections from *Tg(ubi:LoxP-DsRed-STOP-LoxP-dn-xbrg1; kdrl:CreER)* [DN] hearts but not *Tg(ubi*:*LoxP-DsRed-STOP-LoxP-dn-xbrg1)* [Ctrl] hearts treated with tamoxifen (Supplementary Fig. 1b). Interestingly, endothelium-specific overexpression of *dn-xbrg1* resulted in abnormal cardiac fibrosis (Fig. 1e, f) and compromised myocardial regeneration (Fig. 1g, h) at 30 dpa as well as decreased the number of proliferating cardiomyocytes at 7 dpa (Fig. 1i–k). Using RNAscope in situ hybridization, we also found that endothelium-specific inhibition of Brg1 decreased the number of *kdrl*-positive endothelial cells (Supplementary Fig. 2a–c) and *coronin1a*-positive leukocytes (Supplementary Fig. 2d–f) while having no effect on *tcf21*-positive epicardium (Supplementary Fig. 2g–i) in DN hearts compared with Ctrl sibling hearts at 7 dpa in the presence of 4-hydroxytamoxifen (4-HT). Taken together, these data demonstrate that endothelial Brg1 is required for myocardial proliferation during heart regeneration.

**Fig. 1:**
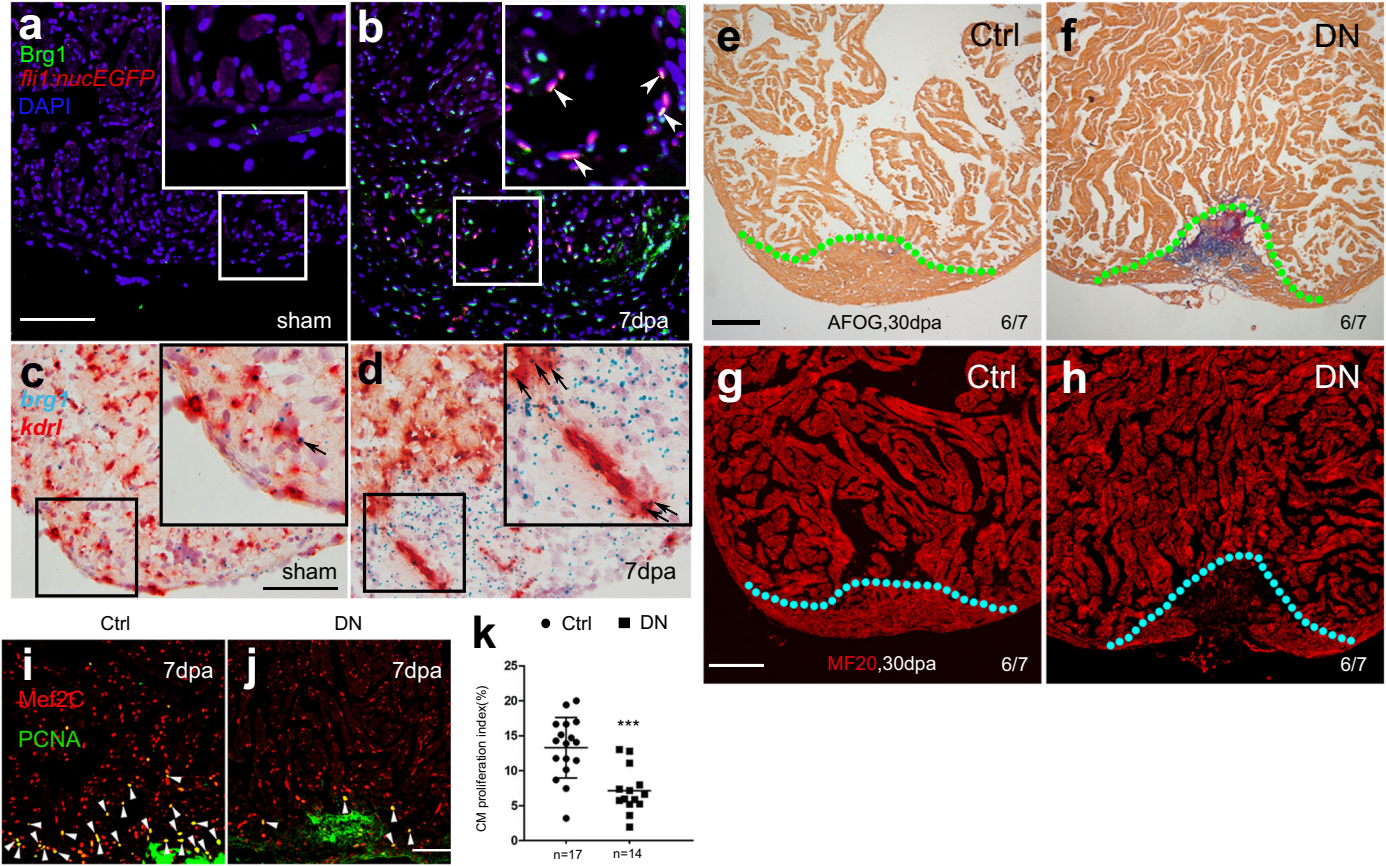
Inhibition of endothelial Brg1 impairs myocardial proliferation and regeneration. **a**, **b** Immunofluorescence staining of Brg1 and EGFP on paraffin sections of *Tg(fli1:nucEGFP)* transgenic hearts from sham-operated (**a**) and injured zebrafish hearts (**b**) at 7 dpa (arrowheads, Brg1- and EGFP-positive endothelial cell nuclei). **c**, **d** RNAscope in situ hybridization of *brg1* and *kdrl* probes in frozen sections from sham-operated (**c**) and injured hearts (**d**) at 3 dpa (arrows, *brg1*- and *kdrl*-positive endothelial cells). The upper right corner presented in (**a**–**d**) is a high-magnification image of the framed area. **e**–**h** Representative images of Acid fuchsin orange G (AFOG) staining (**e**, **f**) and immunofluorescence with anti-myosin heavy chain (MF20) (**g**, **h**) of heart sections from control siblings *Tg(ubi:LoxP-DsRed-STOP-LoxP-dn-xbrg1)* (Ctrl) and endothelium-specific dominant-negative *brg1* mutants *Tg(ubi:LoxP-DsRed-STOP-LoxP-dn-xbrg1; kdrl:CreER)* (DN) at 30 dpa, noting that, compared with robust regenerated myocardium and rare cardiac fibrosis in Ctrl group (**e**, **g**), the DN group failed to regenerate the myocardium (**h**) and had evident fibrin (red) and collagen (blue) deposition (**f**). Dashed lines mark the resection traces. N numbers indicate biological replicates. **i**, **j** Immunostaining of representative heart sections at 7 dpa identified cardiomyocyte nuclei (Mef2C^+^) and nuclei undergoing DNA replication (PCNA^+^). Noting fewer proliferative cardiomyocytes (Mef2C^+^/PCNA^+^) in the DN group than in the Ctrl group. Arrowheads, Mef2C^+^/PCNA^+^ proliferating cardiomyocytes. **k** Statistical analysis of experiments as in (**i**) and (**j**) (CM, cardiomyocyte; *n* = 17 or 14 biological replications; data were the mean percentage ± s.e.m.; ***p < 0.001, unpaired *t*-test). Scale bars, 100 μm.

### Endothelium-specific inhibition of Brg1 changes the levels of H3K4me3 in the promoter regions of zebrafish genome

To decipher the molecular action of endothelial Brg1, we used RNA-seq analysis to search for Brg1-regulated genes during heart regeneration. We applied *Tg(kdrl:EGFP)* to label cardiac endothelial cells, including the endocardium, and achieved endothelium-specific overexpression of *dn-xbrg1* by using the compound zebrafish line consisting of *Tg(ubi:LoxP-DsRed-STOP-LoxP-dn-xbrg1; kdrl:CreER; kdrl:EGFP)* (defined as DNK), while we used *Tg(ubi:LoxP-DsRed-STOP-LoxP-dn-xbrg1; kdrl:EGFP)* as control (CtrlK) in the presence of 4-HT starting at 3 days before ventricular resection. The *kdrl:EGFP* endothelial cells, which were sorted by fluorescence-activated cell sorting (FACS) from CtrlK and DNK hearts at 7 dpa (Supplementary Fig. 3), were subjected to RNA-seq analysis, and differentially expressed genes were identified (Fig. 2a). 

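The RNA-seq data comprised 4 libraries, CtrlK1 and CtrlK2 from CtrlK hearts and DNK1 and DNK2 from DNK hearts, with 2 biological replicates in each group. The cells carried EGFP under the *kdrl* promoter, which is active in endothelial cells, and were taken at 7 dpa. Fish of both groups received 4-hydroxytamoxifen (4-HT), which activates CreER, so that *dn-xbrg1* was switched on only in fish with *kdrl:CreER*. The methods of the paper give a bath of 24 h in 5 μM 4-HT with resection 3 days later. Its results section has 4-HT begin 3 days ahead of resection and elsewhere describes 3 days of treatment, as do the sample labels. The paper describes the isolation of cells from about 15 hearts. About 30 ng of total RNA entered each library, and read pairs of 150 bp were sequenced. The authors mapped the reads with HISAT2 to GRCz11 and deposited the number of uniquely mapped reads that featureCounts assigned to each Ensembl gene, without normalization. These counts summed to 25189862 in CtrlK1, 28770727 in CtrlK2, 28173872 in DNK1 and 26613736 in DNK2. At these depths, 3 counts corresponded to between 0.104 and 0.119 CPM (counts scaled to the library total), which was taken as the smallest detectable level and covers counting error only. The counts were normalized with the TMM method of edgeR, which gave factors of 0.942, 1.009, 1.035 and 1.016 for CtrlK1, CtrlK2, DNK1 and DNK2. The 17151 genes that passed edgeR's filterByExpr were tested with edgeR's quasi-likelihood F-test, two-sided, with Benjamini-Hochberg adjustment. Across genes, which are not independent replicates, the log2 CPM correlated at 0.948 between the CtrlK libraries and at 0.939 between the DNK libraries, against 0.898 between the group means. Both pairs of replicates differed by more than counting error alone. The chi-square was 55.3 times its degrees of freedom for CtrlK and 24.7 times for DNK. Separate pools of fish could hardly have stayed within counting error at these depths, so this test does not rate the replicates. The first principal component held 64.9% of the variance and separated CtrlK from DNK. Because the test drew its estimate of spread from 2 libraries per group, it was run on simulated counts with known changes. With dispersions on the fitted trend, it recovered 64.6% of genes changed by 2 on the log2 scale and 24.7% of those changed by 1, and 5.6% of its calls were false. With the dispersion that edgeR estimated for each gene from these libraries, 18.9% of its calls were false. In that simulation 92 tested genes were changed by 1 and 97 by 2. These are far fewer than the genes called in the data, so the shares need not hold for the real calls.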

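At an adjusted p under 0.05 from edgeR's quasi-likelihood test, 723 of the 17151 tested genes were higher and 726 were lower in DNK than in CtrlK. Without adjustment, 1938 genes were higher and 2166 were lower at p under 0.05. Testing all 24155 genes with at least 1 count changed these numbers by the most genes, to 1315 and 1775, and an adjusted p under 0.01 lowered them to 271 and 223. With DESeq2 on the same genes, 1271 were higher and 1432 were lower, and these contained all 723 and 726 genes. Both DNK libraries lay above both CtrlK libraries for 26.9% of the tested genes and below them for 28.6%, where chance gives 16.7% each. Of the genes that the rows of Supplementary Table 3 given here list, 983 higher and 1005 lower ones were tested, and 591 and 542 of them were called in the same direction. When the adjustment was made over the listed genes alone, 977 and 984 were called, although the list is the paper's own set of calls on these data. Among called genes with a mean of at least 50 counts, the 5 higher and 5 lower genes with the largest log2 fold change in edgeR had at most 1 count in any library of one group. *mhc1uba* (ENSDARG00000075963) had 0 counts in both CtrlK libraries and 49864 ± 1376 normalized counts in DNK (SD, n = 2), at least 14505-fold higher (adjusted p = 5.4e-07, edgeR quasi-likelihood test). *mhc2dab*, *kcng1*, *clec3bb* and *b4galt2* were at least 4114-fold, 521-fold, 246-fold and 245-fold higher. In the other direction, *sc:d217* (ENSDARG00000079645) had 1396 ± 71.6 normalized counts in CtrlK (SD, n = 2) and 0 counts in both DNK libraries, at least 463-fold lower (adjusted p = 7.9e-05, edgeR quasi-likelihood test). ENSDARG00000117506, *si:dkey-88j15.3*, *vmo1a* and *pigrl2.3* were at least 390-fold, 140-fold, 123.0-fold and 76.0-fold lower. The CtrlK libraries lay far apart for *vmo1a* (166 and 589 counts) and *pigrl2.3* (316 and 103 counts), so their bounds are uncertain. These lower bounds do not follow the order of the log2 fold changes, and *inhbb*, named after its values were seen, was at least 305-fold lower. *mhc1uba*, *mhc2dab* and *pigrl2.3* belong to multigene families whose copies can share reads, so their counts are uncertain. In all, 96 of the 1449 called genes had at least 50 counts in both libraries of one group and at most 3 in both libraries of the other.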

Compared with CtrlK group, we found 1163 upregulated genes and 1266 downregulated genes in DNK group (Fig. 2a; Supplementary Table 3). 

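For the GO term signaling receptor activity, Supplementary Table 4 lists 98 differentially expressed genes, of which 55 names are given here, and all 55 were tested. Of these, 25 had a positive and 30 a negative log2 fold change in DNK. At an adjusted p under 0.05 from edgeR's quasi-likelihood test, 14 were called higher and 17 lower. This split did not differ from the 709 higher and 709 lower calls outside these 55 genes (Fisher's exact test, two-sided, p = 0.72, 1.0 after Benjamini-Hochberg adjustment over 7 terms). Genes of the term whose names are not given count as outside, so the test covers the given names only. *notch2* (ENSDARG00000043130), one of the listed genes, had 1021 counts in CtrlK1, 1430 in CtrlK2, 2169 in DNK1 and 1586 in DNK2. Its normalized counts were 1255 ± 120.0 in CtrlK and 1808 ± 303 in DNK (SD, n = 2 per group), and both DNK libraries lay above both CtrlK libraries. The log2 fold change was 0.53 (standard error 0.16, adjusted p = 0.097 from edgeR's quasi-likelihood test), so *notch2* was not among the called genes in that test. DESeq2 gave the same 0.53 (standard error 0.19) with an adjusted p of 0.042, and across all 10 alternative fits the adjusted p lay between 0.019 and 0.12, under 0.05 in 3 of them. With each library left out in turn, the log2 fold change lay between 0.34 and 0.69. The paper's FPKM values for *notch2* are 2.72, 3.28, 5.13 and 3.94 in CtrlK1, CtrlK2, DNK1 and DNK2, a log2 ratio of 0.60. Scaled to total counts only, without TMM, the log2 fold change here was also 0.60.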

Gene ontology (GO) enrichment analysis of these genes revealed that receptor activity-related genes were among the top-affected leads, in which the Notch signaling component *notch2* was strongly induced in the DNK group (Fig. 2a; Supplementary Fig. 4a, b; Supplementary Table 4). Some other biological processes, such as cell adhesion, response to wounding, extracellular matrix organization, cell migration, wound healing, and immune response, were also significantly affected after the inhibition of Brg1, specifically in endothelial cells (Supplementary Fig. 4a; Supplementary Table 4).

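The names that Supplementary Table 4 gives for these terms were matched to the counts, and the calls were split by direction. For extracellular matrix organization, 35 of the 37 listed genes were tested, and 21 were called higher and 3 lower in DNK (edgeR quasi-likelihood test, adjusted p under 0.05). This share of 87.5% higher calls exceeded the 49.3% among the calls outside the term (Fisher's exact test, two-sided, p = 0.00014, 0.00095 after Benjamini-Hochberg adjustment over 7 terms). With DESeq2's calls, the split was 24 higher and 11 lower, with an adjusted p of 0.075 from Fisher's exact test. In edgeR, 24 of the 35 tested genes had a positive and 11 a negative log2 fold change, of which it called 21 and 3. Fisher's exact test takes genes as independent, although all were measured in the same 4 libraries. Its p therefore does not measure the spread between replicates. The other 5 terms had calls in both directions. Cell adhesion had 19 higher and 20 lower calls among 57 tested genes, and cell migration had 20 higher and 20 lower among 59. Response to wounding had 10 higher and 14 lower calls among 40 tested genes, and wound healing had 9 higher and 7 lower among 29. Immune response had 15 higher and 15 lower calls among 49 tested genes, and it includes *mhc1uba*, which had counts in DNK only. None of these 5 splits differed from that of the calls outside the term (Fisher's exact test, two-sided, adjusted p = 1.0 for each). The lists for cell adhesion, cell migration and immune response were shortened in the table used here, with 57, 59 and 53 names of 101, 118 and 77. Genes missing from these lists count as outside the term, so these splits cover the given names only. The enrichment itself was not recomputed, because the GO annotation of all genes was not used here. The paper compared CtrlK with DNK, tested the differentially expressed genes for enriched GO terms, and from the enriched terms states that these processes were affected by the inhibition of Brg1 in endothelial cells.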

**Fig. 2:**
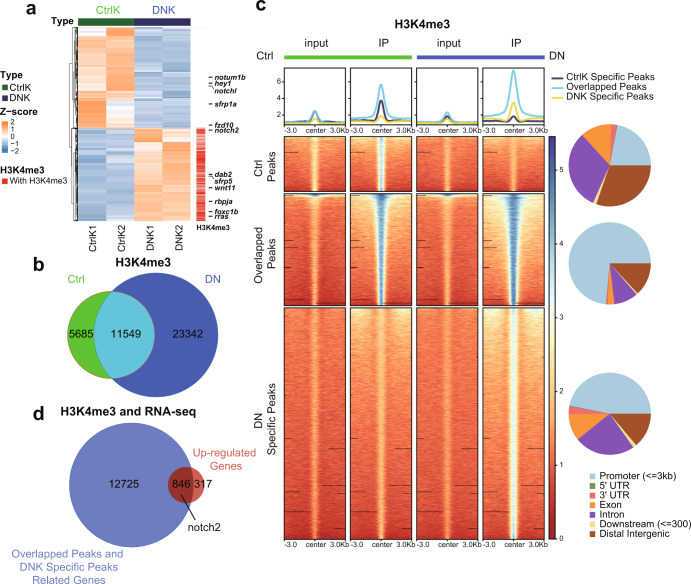
Endothelium-specific inhibition of Brg1 changes the levels of H3K4me3 in the promoter regions of the zebrafish genome. **a** Heatmap displaying *Z-*score normalized gene expression for differentially expressed genes between FACS-sorted *kdrl:EGFP* endothelial cells from dominant-negative Brg1 groups (DNK1 and DNK2) and control groups (CtrlK1 and CtrlK2). FPKM value of each gene was normalized using *Z*-scores across samples. Columns represent individual samples (two biological replicates for each group); rows represent differentially expressed genes ordered by hierarchical clustering. Labeled genes are part of the differentially expressed Notch signaling genes. The upregulated genes in the DNK group that were labeled with ‘red color’ had H3K4me3 peaks in their promoters. **b** Venn plot representing the intersection of H3K4me3 peaks between Ctrl and DN groups. **c** Heatmaps and summary plots displaying the signal profile of normalized read coverage around three categories of H3K4me3 peaks across different samples. The read coverage was normalized to 1x sequencing depth in all samples. Each row of the heatmap represents one peak, with coverage plotted across the 3 kb surrounding the peak summit. H3K4me3 peaks were classified into three categories: Ctrl-Specific Peaks represent peaks specifically in the Ctrl group; Overlapped Peaks represent peaks overlapped between the Ctrl and DN groups; DN-Specific Peaks represent peaks specifically in the DN group. The genomic distribution for three types of peaks is presented with pie charts on the right side. **d** Venn plot representing the intersection between genes with promoters marked by Overlapped Peaks and DN-Specific Peaks and genes that were differentially upregulated in the DNK group.

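The genes labeled in Fig. 2a were compared between CtrlK and DNK in normalized counts (mean ± SD, n = 2 per group), with log2 fold changes and adjusted p from edgeR's quasi-likelihood test. The labeled *notchl* (ENSDARG00000088308) fell from 1283 ± 371 to 229 ± 64.1 normalized counts, a log2 fold change of -2.49 (standard error 0.29, adjusted p = 0.0035). *notum1b* fell from 116 ± 24.4 to 13.3 ± 8.91, a log2 fold change of -3.10 (adjusted p = 0.043, and 0.052 or 0.053 in the 2 of 9 alternative fits that did not call it). *sfrp5* rose from 8394 ± 524 to 22324 ± 1472 normalized counts, a log2 fold change of 1.41 (adjusted p = 0.00027). *wnt11* and *dab2* had log2 fold changes of 1.74 and 2.83 (adjusted p = 0.0017 and 0.018), and *foxc1b* of 0.66 (adjusted p = 0.011). *rbpja*, *rras*, *hey1* and *fzd10* had log2 fold changes of 0.73, 0.34, -2.97 and -2.75, with adjusted p of 0.072, 0.090, 0.092 and 0.054, and were called by DESeq2 (adjusted p = 0.022, 0.020, 0.015 and 0.0039). *sfrp1a* had 49 counts in CtrlK1, 11 in CtrlK2 and 0 in both DNK libraries, at least 11.0-fold lower (adjusted p = 0.071, and 0.0073 with DESeq2). The replicates of *hey1* lay far apart, with 33 counts in DNK1 and 4 in DNK2. With each library left out in turn, its log2 fold change lay between -5.05 and -2.16. The same range was 2.27 to 3.73 for *dab2*, -3.80 to -2.16 for *fzd10* and -4.02 to -2.56 for *notum1b*.

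**Figure D1:**
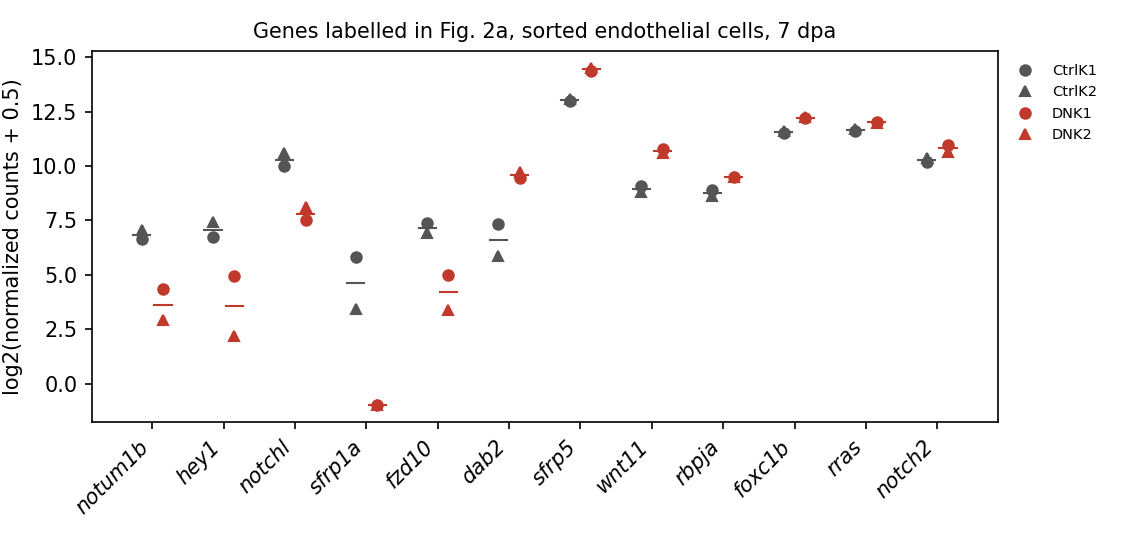
Normalized counts of the genes labeled in Fig. 2a, on the y axis as log2 of normalized counts plus 0.5. Grey points are CtrlK and red points are DNK, circles are replicate 1 and triangles replicate 2, and each short line is the mean of the 2 replicates. The points of *sfrp1a* in DNK lie at 0 counts, and the DNK points of *notchl* lie below its CtrlK points.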

It is well recognized that Brg1 is involved in both gene activation and repression through interacting with epigenetic modifiers and influencing histone modifications at the targeted gene promoters^23^. And previous studies have established that the nucleosomes with histone H3 Lysine 4 trimethylation (H3K4me3) are mainly associated with the promoter regions of active transcription^24,25^. Therefore, we examine whether endothelial-specific overexpression of *dn-xbrg1* has an effect on the level of the histone marker H3K4me3 in the zebrafish genome. Genome-wide ChIP-seq analyses of Ctrl and DN amputated ventricles at 7 dpa using H3K4me3 antibody revealed that, in addition to 11,549 overlapping H3K4me3 peaks between the Ctrl and DN groups, more H3K4me3 peaks emerged in the DN group, suggesting that inhibition of Brg1 enhanced H3K4me3 modifications (Fig. 2b). Peaks were then divided into three categories according to the Venn plot, namely Ctrl-Specific Peaks in Ctrl group, Overlapped Peaks representing peaks overlapped between Ctrl and DN groups, and DN-Specific Peaks representing peaks specifically in DN group. Heatmaps and summary plots of H3K4me3 ChIP-seq signals in 3 kb surrounding the peak summits displayed slightly stronger Ctrl-Specific Peaks signals in the Ctrl group, while increased Overlapped Peaks signals and DNK-Specific Peaks signals in the DN group (Fig. 2c). Moreover, genomic distribution analysis for three categories of peaks revealed that peaks with increased signals in DN group were more concentrated in the promoter region than that with decreased peak signals (Fig. 2c), suggesting that endothelial Brg1 inhibition led to elevated levels of H3K4me3 in the promoter regions. Apart from basic biological processes, we also found that GO terms about “Notch signaling pathway” were highly enriched near the overlapped peaks between Ctrl and DN groups (Supplementary Fig. 5b), and GO terms about “chromatin remodeling” were enriched near both DN-Specific Peaks and Overlapped Peaks (Supplementary Fig. 5). We then examined the correlation of differentially expressed genes from RNA-seq and H3K4me3 modification levels. We analyzed the overlapping genes by comparing upregulated genes in the DNK group with the genes whose promoters were marked by Overlapped Peaks and DN-Specific Peaks (Fig. 2d), as well as comparing downregulated genes in the DNK group with the genes whose promoters were marked by Overlapped Peaks and Ctrl-Specific Peaks. Venn plot identified 846 of the 1163 upregulated genes in the DNK group, which consisting of receptor activity-related Notch signaling component *notch2* are occupied with Overlapped Peaks and DN-Specific H3K4me3 Peaks in the promoter regions (Fig. 2d, Supplementary Fig. 4c). These data suggest that endothelial-specific inhibition of Brg1 results in increased H3K4me3 modification levels in the promoter region of genes, which in turn leads to upregulation of genes expression, including *notch2*, in DN hearts.

### Endothelium-specific inhibition of Brg1 induces upregulation of Notch signaling by increasing the level of H3K4me3 in the promoters

Previous works by Zhao and colleagues have found that endocardial expression of all four *notch* receptors was induced after injury, while hyperactivation of Notch signaling blocked zebrafish heart regeneration^11^. However, how *notch* receptors were transcriptionally regulated during zebrafish heart regeneration is yet unknown. 

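In the same libraries, the remaining Notch receptor genes were compared between CtrlK and DNK with edgeR's quasi-likelihood test. *notch1b* (ENSDARG00000052094) was the most abundant receptor, with 26996 ± 509 normalized counts in CtrlK and 28886 ± 2258 in DNK (SD, n = 2 per group), a log2 fold change of 0.10 (standard error 0.08, adjusted p = 0.51). *notch1a* (ENSDARG00000103554) had 4046 ± 97.0 and 4140 ± 94.0 normalized counts, a log2 fold change of 0.03 (standard error 0.10, adjusted p = 0.89). *notch3* (ENSDARG00000052139) had 527 ± 161 and 683 ± 26.1 normalized counts, a log2 fold change of 0.37 (standard error 0.25, adjusted p = 0.43). For *notch3*, both DNK libraries lay above both CtrlK libraries, which did not hold for *notch1a* and *notch1b*. With each library left out in turn, the log2 fold change of *notch3* lay between 0.09 and 0.73. For none of these 3 genes was the difference larger than the spread between replicates. None was called in any of the 10 alternative fits of all libraries. Of the 4 receptor genes, *notch2* had the only difference that any of these fits called. The names of *notch1a*, *notch1b* and *notch3* were assigned from neighbouring genes, since the table of identifiers gave them human-style symbols.

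**Figure D2:**
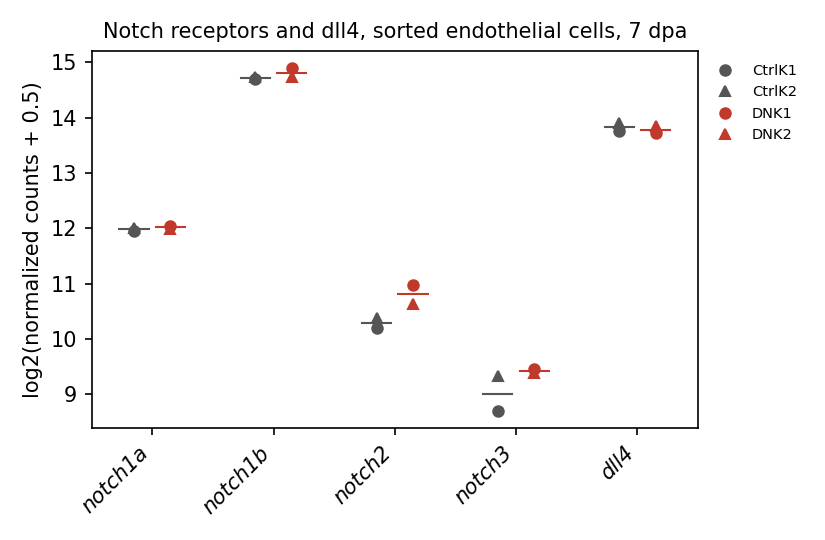
Normalized counts of the Notch receptor genes and of the ligand gene *dll4*, on the y axis as log2 of normalized counts plus 0.5. Grey points are CtrlK and red points are DNK, circles are replicate 1 and triangles replicate 2, and each short line is the mean of the 2 replicates. The CtrlK and DNK points lie apart for *notch2* and close together for *notch1a* and *notch1b*.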

Importantly, from the above RNA- and ChIP-seq data, we found overexpression of *dn-xbrg1* increased the levels of H3K4me3 modifications and mRNA expression of *notch2*, and GO terms about “Notch signaling pathway” were highly enriched near the overlapped peaks between Ctrl and DN group, we then ask how Brg1 regulates *notch* receptor genes expression during heart regeneration. By performing RNA in situ analysis on frozen heart sections using either *notch1a*, *notch1b*, *notch2*, or *notch3* probes, we found that inhibition of Brg1 in endothelial cells (DN) resulted in slight upregulation in sham-operated hearts, but had strong induction of *notch1a*, *notch1b*, *notch2*, and *notch3* in injured hearts at 7 dpa compared with control sibling hearts (Ctrl) (Fig. 3a). Furthermore, RNAscope in situ hybridization showed that *notch1b* overlapped with *kdrl*-positive endothelial cells but rarely with *tcf21*-positive epicardial cells in Ctrl hearts (Supplementary Fig. 6a, c) and DN hearts (Supplementary Fig. 6b, d). Also, *notch2* was induced in both *kdrl*- and *tcf21*-positive cells of DN hearts compared with Ctrl hearts (Supplementary Fig. 6e–h). In addition, qRT-PCR of FACS-sorted *kdrl*:*EGFP*-positive endothelial cells from CtrlK and DNK hearts at 7 dpa showed that, compared with CtrlK group, the expression levels of *notch1a*, *notch1b*, *notch2*, and *notch3*, as well as Notch ligands *dll4*, significantly increased in DNK group (Fig. 3b) in the presence of 4-HT. Together, these data suggest an inhibitory effect of Brg1 on the expression of *notch* genes during heart regeneration.

**Fig. 3:**
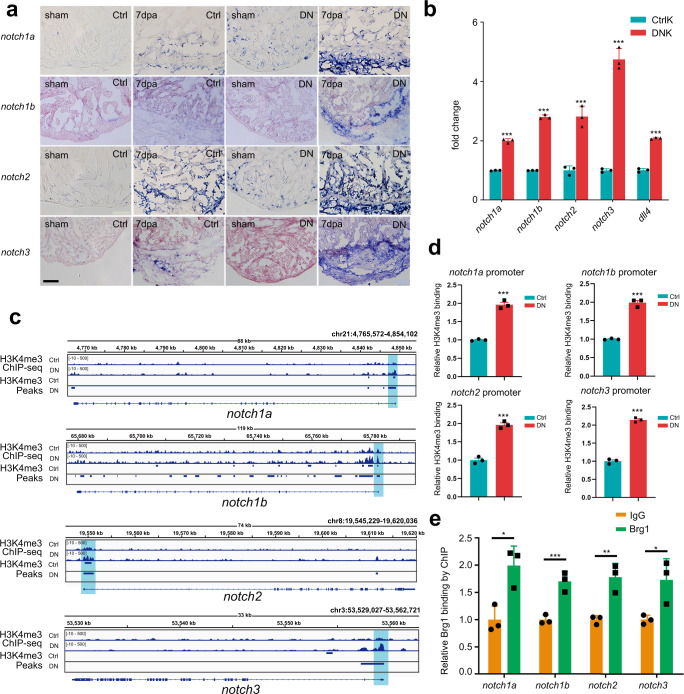
Endothelium-specific inhibition of Brg1 induces abnormal upregulation of Notch signaling via the increased levels of H3K4me3 in their promoters. **a** Representative images of RNA in situ hybridization with *notch1a*, *notch1b*, *notch2*, and *notch3* probes on frozen sections of sham-operated Ctrl hearts, injured Ctrl hearts, sham-operated DN hearts, and injured DN hearts at 7 dpa. Scale bar, 100 μm. **b** Quantitative RT-PCR analysis showing that the expression of *notch* receptors and ligand in FACS-sorted *kdrl:EGFP* endothelial cells from the DNK group was higher than those from the CtrlK group. Data represented one of three independent experiments. Data were mean fold changes ± s.e.m., ***p < 0.005, unpaired *t*-test. **c** H3K4me3 ChIP-seq showing the traces and peak intervals of representative genomic loci from Ctrl and DN hearts. H3K4me3 peaks in both Ctrl and DN groups were shown as bars. Putative promoter regions were indicated in blue color. **d** Anti-H3K4me3 ChIP and quantitative PCR in Ctrl and DN hearts at 7 dpa (primers designed from *notch* receptor genomic regions: *notch1a*, −171/+3 bp; *notch1b*, −41/+58 bp; *notch2*, −263/−115 bp; *notch3*, +394/+504 bp; ATG site designed as +1 bp). Data represented one of three independent experiments. Data were the mean fold changes ± s.e.m.; ***p < 0.005, unpaired *t*-test. **e** Anti-Brg1 ChIP and quantitative PCR in wild-type hearts at 3 dpa. Data represented one of two independent experiments. Data were the mean fold change ± s.e.m.; *p < 0.05, **p < 0.01, ***p < 0.005; unpaired *t*-test. *n* number shown here (**b**, **d**, **e**) indicated technical replicates.

We then investigated how Brg1 regulated *notch* receptor genes. Genome-wide H3K4me3 ChIP-seq data showed that the H3K4me3 levels and peaks were increased in the promoters of *notch1a*, *notch1b*, *notch2*, and *notch3* genomic loci in the DN group compared with those in the Ctrl group (Fig. 3c). Particularly, the promoter regions of *notch1a*, *notch1b*, and *notch2* occupied with the Overlapped Peaks and the peaks signals were stronger in the DN group compared with Ctrl group; and the promoter region of *notch3* had an H3K4me3 peak in DN group that was not in Ctrl group (Fig. 3c). We then used ChIP-qPCR to further confirm the levels of H3K4me3 modification in each of the *notch* promoter regions. ChIP with H3K4me3 antibody and quantitative PCR (ChIP-qPCR) showed that the levels of H3K4me3 of all four *notch* promoter regions were higher in DN hearts than in Ctrl hearts at 7 dpa in the presence of 5 μM 4-HT for 3 days before surgery (Fig. 3d), which was consistent with the elevated expression levels of these genes upon endothelial Brg1 inhibition (Fig. 3a, b). Furthermore, ChIP-qPCR with Brg1 antibody showed that Brg1 bound to the promoter regions of *notch1a*, *notch1b*, *notch2*, and *notch3* (Fig. 3e), suggesting that Brg1 is involved in regulating the H3K4me3 modifications in the *notch* promoters.

### Abnormally activated Notch signaling is responsible for the reduced cardiomyocyte proliferation in DN-xBrg1 hearts

Since a previous study has shown that hyperactivation of Notch signaling impairs cardiomyocyte proliferation and heart regeneration^11^, we suspected that abnormally activated Notch signaling might contribute to defects of cardiomyocyte proliferation and regeneration in the endothelium-specific DN-xBrg1 hearts. We generated *Tg(ubi:LoxP-DsRed-STOP-LoxP-NICD; kdrl:CreER)* transgenic fish line to carry out tamoxifen-inducible overexpression of NICD (zebrafish *notch1b* intracellular domain) that specifically activated Notch signaling in endothelial cells. Compared with control hearts at 7 dpa, we found that hyperactivation of Notch signaling in endothelial cells decreased the numbers of PCNA^+^/Mef2C^+^ proliferating cardiomyocytes (Fig. 4a–c), which was consistent with the previous report^11^. We then asked whether simultaneous knockdown of *notch* receptors could rescue the numbers of proliferating cardiomyocytes in DN-xBrg1 mutant hearts. To validate the efficacy of nanoparticle-encapsulated siRNAs mediated gene knockdown, we first confirmed that siRNA could be delivered into endothelial/endocardial cells, epicardial cells, and cardiomyocytes (Supplementary Figs. 7 and 8). We then injected either *notch1a*, *notch1b*, *notch2*, *notch3*, or control siRNA at 1 dpa, analyzed expression levels of the target genes at 2 dpa by performing qRT-PCR, PCR, and RNAscope or RNA in situ hybridization (Supplementary Figs. 9a, c, 10, and 11). All the data showed that the siRNAs used here could decrease expression levels of the corresponding genes. As described above, control and DN zebrafish were infused with 5 μM 4-hydroxytamoxifen (4-HT) for 3 days before surgery, and nanoparticle-encapsulated *notch1a*, *notch1b*, *notch2*, *notch3*, or control siRNA was, respectively, injected every day after surgery until the hearts were harvested at 7 dpa. With control siRNA injection, we found that the PCNA^+^/Mef2C^+^ proliferating cardiomyocytes were fewer in DN hearts than in Ctrl hearts (Fig. 4d, e, j). Interestingly, either *notch1a*, *notch1b*, *notch2*, or *notch3* siRNA was able to partially rescue the numbers of PCNA^+^/Mef2C^+^ proliferating cardiomyocytes in DN zebrafish hearts at 7 dpa, but was unable to return them to the control level (Fig. 4d–j), suggesting that hyperactivation of Notch signaling contributes to defects of myocardial proliferation in DN mutant hearts. In addition, we also chose two chemical inhibitors, DAPT and MK-0752, to interfere with Notch signaling. Compared with DN hearts injected with control DMSO (Fig. 4l), we found more PCNA^+^/Mef2C^+^ proliferating cardiomyocytes in the DN hearts injected with either of the Notch inhibitors (Fig. 4m, n), which was similar to the effect of delivering siRNAs targeting all four *notches* (Supplementary Fig. 12), but fewer than those in Ctrl hearts injected with DMSO (Fig. 4k, o). Thus, these results suggest that abnormally activated Notch signaling is partially responsible for the cardiomyocyte-proliferation defects in the DN mutant hearts. Together, our data suggest that injury-induced endothelial Brg1 negatively regulates the level of H3K4me3 in the promoter regions of *notch1b*, *notch2*, and *notch3* and thus prevents the overactivation of Notch signaling during heart regeneration. When this suppression is released, such as in DN hearts, the level of H3K4me3 modifications in the *notch* promoter regions is abnormally upregulated, resulting in the overactivation of Notch signaling and thus inhibiting regeneration.

**Fig. 4:**
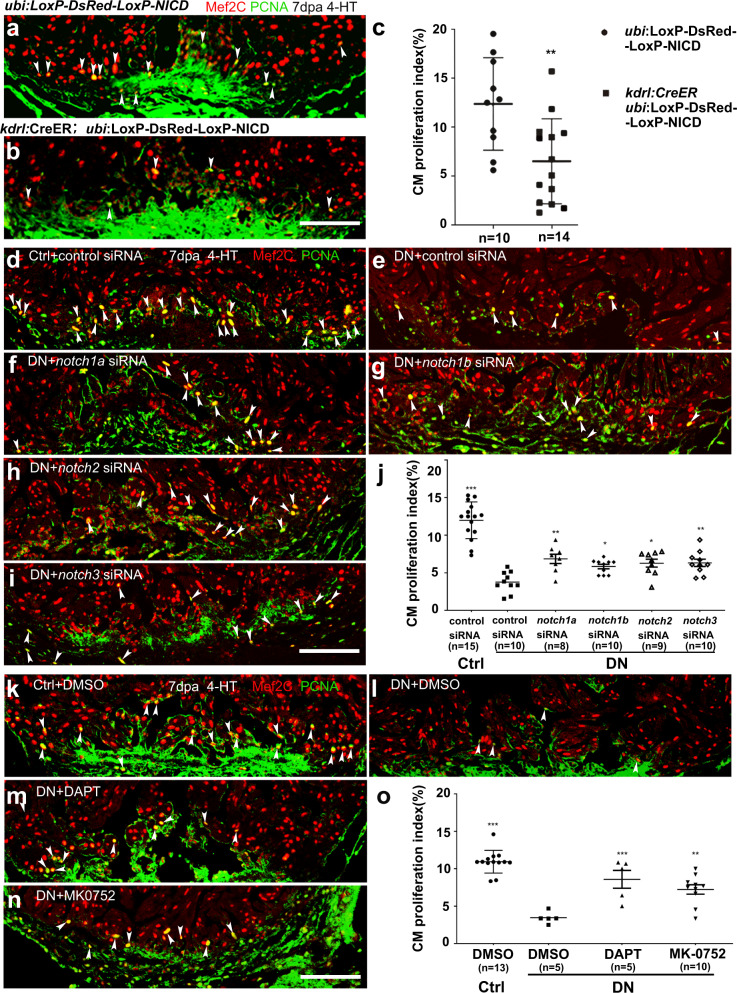
Endothelium-specific expression of *NICD* or *dn-xbrg1* decreases cardiomyocyte proliferation that is partially rescued by inhibition of Notch signaling. **a**, **b** Immunostaining showing that Mef2C^+^ and PCNA^+^ proliferating cardiomyocytes of control (**a**) and endothelial *NICD*-overexpressing heart sections (**b**) at 7 dpa after 4-HT induction. **c** Statistics of panels (**a**) and (**b**) (data are the mean fold change ± s.e.m.; **p < 0.01, unpaired *t*-test). **d**–**i** Representative images of immunostaining showing that, compared with control siRNA treatment (**d**), PCNA^+^/Mef2C^+^ proliferating cardiomyocytes decreased at 7 dpa in DN-xBrg1 hearts (DN) treated with control siRNA (**e**), which were partially rescued by either *notch1a* (**f**), *notch1b* (**g**), *notch2* (**h**), or *notch3* (**i**) siRNA treatment in the presence of 4-HT. Scale bar, 100 μm. **j** Statistics of panels (**d**–**i**) (data are the mean ± s.e.m.; *p < 0.05; **p < 0.01; ***p < 0.005; one-way analysis of variance [*F* = 32.5] followed by Dunnett’s multiple comparison test). **k**–**n** Representative images of immunostaining at 7 dpa showing that, compared with DMSO treatment (**k**), PCNA^+^/Mef2C^+^ proliferating cardiomyocytes in DN mutant hearts decreased (**l**), which were partially rescued by either DAPT (**m**) or MK-0752 treatment (**n**) in the presence of 4-HT. Scale bar, 100 μm. **o** Statistics of panels (**k**–**n**) (data were the mean ± s.e.m.; ***p < 0.005; one-way analysis of variance [*F* = 22.4] followed by Dunnett’s multiple comparison test). *n* number shown here (**c**, **j**, **o**) indicated biological replicates.

### Brg1 interacts with Kdm7aa to fine-tune Notch signaling

We then asked how Brg1 negatively regulated H3K4me3 modifications in the promoter regions and had its function in regulating *notch* receptor gene expression. It has been reported that Brg1 and histone demethylase (lysine demethylases, KDMs) jointly regulated gene expression in other organs^26–28^. To determine whether KDMs were involved in the regulation of the levels of H3K4me3 by Brg1, we first examined the expression pattern of KDMs during zebrafish heart regeneration. RT-PCR data revealed that *kdm7aa* had the strongest expression while *kdm1a*, *kdm3b*, *kdm5bb*, *kdm6a*, *kdm6ba*, and *kdm6bb*, but not *kdm7ab* and *kdm8*, were weakly expressed in injured hearts at 2 dpa (Fig. 5a). Kdm7aa has been shown to be responsible for histone demethylation at multiple sites, including H3K9, H3K27, H3K36, and H3K20^29^. Interestingly, we also found that *kdm7aa* was induced and enriched in cardiac endothelial cells upon injury using RNAscope with *kdrl* and *kdm7aa* probes (Fig. 5b–d). Therefore, we further examined the interaction between Brg1 and Kdm7aa using immunoprecipitation (IP) in 293T cells. Lysates of cells overexpressing both *Flag-kdm7aa-Myc* and *Flag-brg1* were precipitated by either Myc or Brg1 antibodies. Western blots revealed that IP with either Myc antibody (Myc-tagged Kdm7aa) or Brg1 antibody was able to pull down both Flag-tagged Brg1 (~180 kD) and Myc-tagged Kdm7aa (~100 kD), suggesting that Brg1 physically interacted with Kdm7aa (Fig. 5e, Supplementary Fig. 13a). To examine whether Kdm7aa is involved in Brg1-regulated *notch* receptor gene expression, we utilized nanoparticle-mediated gene-silencing^30,31^ to knock down *kdm7aa* (Supplementary Figs. 7j, k, 8e, 9b, c, 10, and 11c, h). RT-PCR, RNAscope, and RNA in situ hybridization results showed that the downregulation of *kdm7aa* significantly upregulated the expression levels of *notch1a*, *notch1b*, *notch2*, and *notch3* (Fig. 5f, Supplementary Fig. 13b–e). The IP assays performed in the 293T cells indicated the interaction between Kdm7aa and H3K4me3 (Supplementary Figs. 13f and 14a). Western blot data of H3K4me3 in zebrafish hearts revealed that H3K4me3 protein level increased after *kdm7aa* siRNA knockdown compared with control siRNA (Supplementary Figs. 13g and 14b). Consistently, overexpressed zebrafish *kdm7aa* in 293T cells decreased H3K4me3 protein level (Supplementary Figs. 13h and 14c). ChIP Q-PCR analysis showed that H3K4me3 modifications at all four *notches* promoter regions of hearts increased after *kdm7aa* siRNA knockdown compared with control siRNA (Supplementary Fig. 13i). We also used the luciferase reporter system that was driven by the *notch1a* or *notch1b* promoters, and made stable 293T cell lines expressing each of the luciferase reporters. Luciferase assays showed that overexpression of zebrafish *brg1* and *kdm7aa* decreased *notch1a* and *notch1b* reporter activity, while overexpression of *dn-xbrg1* increased the activity of *notch1a* and *notch1b* reporters (Fig. 5g), suggesting a synergistic role of Brg1 and Kdm7aa in controlling the expression levels of *notch* reporter genes. We finally set out to address whether *kdm7aa* was directly involved in regulating zebrafish heart regeneration. We found that the knockdown of *kdm7aa* with two independent siRNAs decreased the numbers of PCNA^+^/Mef2C^+^ proliferating cardiomyocytes compared with control siRNA (Fig. 5h–k). Together, our data suggest that endothelial cell Brg1 interacts with Kdm7aa to maintain the normal activity of *notch* gene promoters, and Kdm7aa modulates the level of H3K4me3 to fine-tune *notch* gene expression during heart regeneration.

**Fig. 5:**
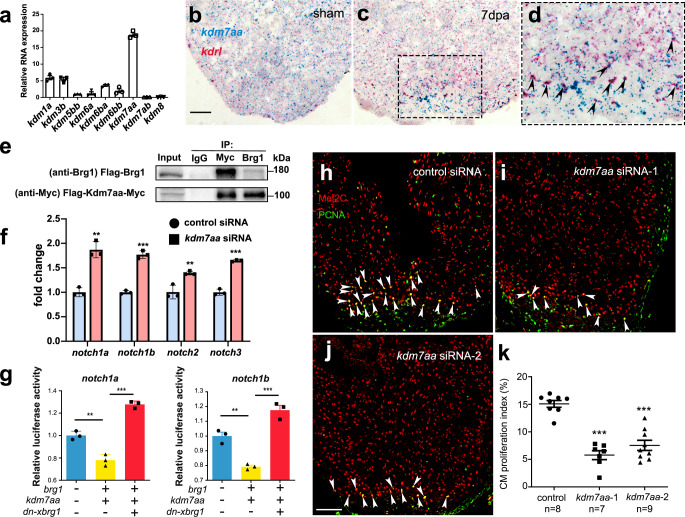
Endothelial Brg1 regulates *notch* receptor expression and myocardial proliferation via interaction with Kdm7aa. **a** Quantitative RT-PCR of *kdm* genes expression, normalized by *gapdh*. **b**–**d** Representative images of RNAscope in situ hybridization with *kdrl* and *kdm7aa* probes (scale bar, 100 μm) and high-magnification image of boxed region in (**c**) (arrowheads, double *kdrl*- and *kdm7aa*-positive endothelial cells). **e** Immunoprecipitation (IP) assays with either anti-Myc or anti-Brg1 antibody in 293T cells. Inputs were used as loading controls and IgG as negative controls. The blots were derived from the same experiment, and they were processed in parallel. **f** Quantitative RT-PCR analysis showing that the expression levels of *notch1a*, *notch1b*, *notch2*, and *notch3* from hearts at 7 dpa injected with encapsulated *kdm7aa* siRNA was higher compared with the control siRNA group. Data represented one of three independent experiments. Data were mean fold changes ± s.e.m., ***p < 0.005, unpaired *t*-test. **g** Luciferase reporter assays in 293T cells stably expressing the *notch* promoter-luciferase reporter in the pGL4.26 vector. Expression plasmid clones containing *kdm7aa*, *brg1*, or *dn-xbrg1* were co-transfected into cells stably expressing each *notch* reporter. Data represented one of two independent experiments, ***p < 0.005, one-way analysis of variance (*F* = 110.6 for the left panel and 60.3 for the right panel) followed by the Bonferroni test. *n* number shown here (**f** and **g**) indicated technical replicates. **h**–**j** Representative images of immunostaining showing the numbers of Mef2C^+^/PCNA^+^ proliferating cardiomyocytes (arrowheads, Mef2C^+^/PCNA^+^ proliferating cardiomyocytes; scale bar, 100 μm). **k** Statistics of panels (**h**–**k**) (*n* numbers indicated biological replicates; data were the mean ± s.e.m.; ***p < 0.005; one-way analysis of variance [*F* = 36.79] followed by Dunnett’s multiple comparison test).

## Discussion

In this study, we showed that endothelial Brg1 was required for myocardial proliferation and regeneration in zebrafish; Brg1 interacted with Kdm7aa to fine-tune the level of H3K4me3 in the *notch* receptor promoters and negatively regulated *notch* genes expression during heart regeneration; and Kdm7aa was induced in cardiac endothelial cells and was required for myocardial proliferation. Therefore, our data reveal the role of the endothelial Brg1-Kdm7aa axis in regulating *notch* gene transcription and the essential role of histone methylation via Kdm7aa in myocardial proliferation and regeneration in zebrafish.

Previous studies have shown that Brg1 plays an important role in oocyte genome activation, erythropoiesis, T-cell generation, erythropoiesis, vascular development, nerve development, heart development, and regeneration^21,32–39^. We here demonstrated that conditional inhibition of Brg1 function in endothelial cells, including the endocardium, led to increased cardiac fibrosis and compromised myocardial proliferation and regeneration. Either hypo- or hyperactivation of Notch signaling has been reported to impair cardiomyocyte proliferation and heart regeneration^10–12,40^, suggesting that the precise modulation of Notch family expression is essential for cardiac regeneration. Here, we present several layers of evidence to demonstrate that injury-induced Brg1 and Kdm7aa regulate *notch* gene expression in cardiac endothelium and endocardium. Brg1 and Kdm7aa normally fine-tune the level of the histone marker H3K4me3 in the *notch* gene promoters, thus preventing the abnormal hyperactivation of *notch* receptors after injury. When Brg1 was inhibited in cardiac endothelial cells, the H3K4me3 level increased in the *notch* promoter regions, and *notch* genes were abnormally overexpressed, leading to enhanced cardiac fibrosis and compromised myocardial proliferation and regeneration. Injury-induced expression of *brg1* and *kdm7aa* was evident in cardiac endothelial cells that were consistent with their function, which was further supported by our data on the physical interaction between Brg1 and Kdm7aa, and their function in regulating *notch* promoter activities. Furthermore, either encapsulated siRNA knockdown of *notch* receptors, or chemical Notch inhibitors, partially rescued the phenotype of myocardial proliferation in DN-xBrg1 hearts, further suggesting an important role of Brg1 in regulating *notch* gene expression during heart regeneration. At the same time, how hyperactivated Notch signaling in cardiac endothelium and endocardium represses myocardial proliferation via endocardium–myocardium interaction warrants future investigations.

Chromatin remodeling has been reported to be essential for tissue/organ regeneration in urodeles and zebrafish^17,18^. Brg1 is the major subunit of the SWI/SNF complex and is also an important component of the trithorax group, both of which play essential roles in histone modification, such as the histone markers H3K4me3 (active) and H3K27me3 (repressive). Although data on genome-wide histone acetylation and methylation during organ regeneration are still limited, recent studies suggest that a more open chromatin state is adopted during early fin, retina, and heart regeneration in zebrafish^41–43^. The level of the histone marker H3K4me3 is influenced and catalyzed by lysine methyltransferases of the MLL2 complex and KDMs. Although the MLL2 complex does not provide selective specificity in a particular organ or biological process, it is believed that ATP-dependent chromatin-remodeling proteins such as Brg1 may specifically regulate the “bivalency” state of H3K4me3 and H3K27me3^44^. KDM7 has been reported to act as a dual KDM for histone silencing markers H3K9 and H3K27 in brain development and germ cell genome stability^29,45^, but it is unknown whether it also works for the active histone marker H3K4. We found that *brg1* and *kdm7aa* co-expressed in cardiac endothelial cells upon injury in zebrafish, and they formed a protein complex and functioned synergistically to regulate *notch* receptor gene promoters in mammalian cells. Inhibition of Brg1 function via DN-xBrg1 mutant proteins increased the *notch* promoter activity, suggesting that DN-xBrg1 might replace and/or inhibit Kdm7aa function, and so increased the level of H3K4me3. Our IP data suggest protein interaction between Kdm7aa and H3K4me3, and *kdm7aa* siRNA knockdown or overexpression respectively increased or decreased H3K4me3 modifications. Furthermore, the data on nanoparticle-mediated *kdm7aa* siRNA knockdown supported its function in myocardial proliferation and regeneration. Thus, this work reveals an interesting mechanism on the selective modulation of H3K4me3 by Brg1 and Kdm7aa and their essential function in zebrafish heart regeneration, even though we cannot rule out the possibility that Brg1-Kdm7aa affect the expression of the *notch* receptors in ways beyond H3K4me3 modifications.

## Methods

### Animal models

Male and female zebrafish were raised and handled according to a zebrafish protocol (IMM-XiongJW-3) approved by the Institutional Animal Care and Use Committee at Peking University, which is fully accredited by The Association for Assessment and Accreditation of Laboratory Animal Care International. Wild-type TU, *Tg(kdrl:EGFP)*^46^, *Tg(kdrl:CreER)*^22^, *Tg(fli1:nucEGFP)*^47^, *Tg(tcf21:DsRed)*^21^, *Tg(myl7:cypher-EGFP)*^21^, *Tg(kdrl:mCherry*)^48^, and *Tg(ubi:LoxP-DsRed-STOP-LoxP-dn-xbrg1)* zebrafish^21^ were maintained at 28 °C at a density of four fish per liter. Adult zebrafish were anesthetized in standard E3 medium containing 0.4% tricaine (ethyl 3-aminobenzoate methanesulfonate salt; E10521; Sigma-Aldrich) before ventricular resection as described previously^21^. Animals were randomized into groups for each experiment.

Wild-type C57BL/6 mice were purchased from Vital River Laboratory Animal Technology Co., Ltd (Beijing, China). The mice used in this study were raised and handled according to the animal protocol IMM-XiongJW-4 approved by the Peking University Institutional Animal Care and Use Committee, which is fully accredited by the Association for Assessment and Accreditation of Laboratory Animal Care International. The mice were maintained at the humidity ranges from 40 to 70% and temperature from 21 to 23 °C and with the 12-h light/12-h dark cycle.

### Construction of *Tg(ubi:LoxP-DsRed-LoxP-NICD)* transgenic zebrafish line

To generate the *Tg(ubi:LoxP-DsRed-STOP-LoxP-NICD)* zebrafish line that overexpresses *NICD*, a homologous recombination reaction was conducted with *ubi:LoxP-DsRed-STOP-LoxP-EGFP* plasmid (kindly provided by Dr. C. Geoffrey Burns at Harvard Medical School)^49^ by replacing *EGFP* with zebrafish *notch1b-NICD* cDNA (*N1bICD*). The function of *N1bICD* has been validated as described previously^48^. This *Tol2-NICD* plasmid was made and injected into one-cell stage wild-type embryos together with Tol2 transposase mRNA as described previously^50^. Heterozygous transgenic zebrafish were raised and genotyped for all experiments.

### 4-hydroxytamoxifen (4-HT) treatment

We generated *Tg(ubi:LoxP-DsRed-STOP-LoxP-dn-xbrg1; kdrl:CreER)* mutant (DN) and *Tg(ubi:LoxP-DsRed-STOP-LoxP-dn-xbrg1)* control sibling (Ctrl) adult zebrafish by crossing *Tg(ubi:LoxP-DsRed-STOP-LoxP-dn-xbrg1)* with *Tg(kdrl:CreER)* zebrafish. To induce Cre recombination, adult DN mutant and Ctrl sibling zebrafish were bathed for 24 h in the presence of 5 μM 4-HT (H7904; Sigma) made from a 10 mM stock solution dissolved in 100% ethanol at room temperature. These zebrafish were treated with 4-HT at a density of 3–4 zebrafish per 150 ml system water. Ventricular resection was performed 3 days after 4-HT treatment. Transgenic zebrafish were confirmed by PCR-based genotyping and were randomly selected for all experiments.

### Ventricular resection in adult zebrafish

The ventricular resection was performed according to a well-established procedure^31,51,52^. Briefly, zebrafish were anesthetized with 0.4% tricaine and placed in the groove of a sponge. The pericardial sac was exposed by removing surface scales and a small piece of skin, and the ventricle apex was gently pulled up and removed with Vannas scissors. The zebrafish was quickly placed back into a system water tank, and water was puffed over the gills with a plastic pipette until it breathed and swam regularly. The surface opening sealed automatically within a few days.

### Fluorescence-activated cell sorting (FACS) of cardiac endothelial cells and flow cytometry

Cardiac endothelial cells from *Tg(ubi:LoxP-DsRed-STOP-LoxP-dn-xbrg1; kdrl:EGFP)* control (CtrlK) and *Tg(ubi:LoxP-DsRed-STOP-LoxP-dn-xbrg1; kdrl:CreER; kdrl:EGFP)* mutant (DNK) ventricles at 7 dpa with 4-HT treatment were isolated according to an established protocol^53^. Briefly, ~15 adult zebrafish hearts were isolated and washed in cold PBS with 10 U/ml heparin (H8060; Solarbio). After the atrium and bulbus were removed, the ventricles were carefully cut into small pieces using forceps and collected into 1.5-ml centrifuge tubes containing cold PBS with 5 mM glucose. The sliced tissue was then transferred to a glass tube along with a magnetic stir bar and 1.5 ml digestion buffer in Dulbecco’s modified Eagle’s medium containing collagenase type II (250 U/ml) (17101015; Gibco), collagenase type IV (300 U/ml) (17104019; Gibco), and DNase I (30 μg/ml) (A3778; AppliChem). The tube was then transferred to a 32 °C water bath with stirring and incubated for 1 min. After incubation, the tube was removed from the water bath and left at room temperature until the tissue settled on the bottom. The supernatant was discarded to remove blood cells, followed by washing once with cold PBS. This was followed by a series of digestion steps with 1.5 ml digestion buffer. Each step consisted of 10 min of digestion followed by 3 min of sedimentation. The supernatants were collected in a 15-ml falcon tube containing 2 ml ice-cold PBS. The cell suspensions were centrifuged at 300 g for 5 min at 4 °C, and the cell pellets were gently resuspended in 1 ml PBS. The resuspended cells were strained using a 70-µm cell strainer and kept on ice for FACS. Cardiac endothelial cells were sorted through the GFP channel and were collected into a tube containing 0.1 ml Lysis Buffer from Magen RNA Nano Kit (R4125; Magen) for RNA isolation. Cell sorting was carried out on the Beckman Coulter MoFlo XDP, and flow cytometry was carried out on the Beckman Cytoflex EX S. Data analysis was performed by FlowJo.

### RNA-seq of cardiac endothelial cells

The RNA of heart endothelial cells from CtrlK sibling and DNK mutant ventricles at 7 dpa was purified using a Magen RNA Nano Kit (R4125; Magen). About 30 ng of total RNA was used for next-generation library preparation under the guidelines of the NEBNext Ultra DNA Library Prep Kit for Illumina (E7370; NEB). The libraries were loaded for 2 × 150 bp pair-end sequencing using Illumina Hiseq 2500. Raw reads were preprocessed and quality controlled with FastQC (The Bioinformatics Group, Babraham Institute; Version: 0.11.9). Reads for each library were mapped using HISAT2 (Version: 2.2.1)^54^ against the zebrafish reference genome assembly GRCz11 with default parameters. Uniquely mapped reads were extracted to calculate the read counts of each gene, using the matching gene annotation (http://ftp.ensembl.org/pub/release-103/gtf/danio_rerio/Danio_rerio.GRCz11.103.gtf.gz; v. 103) from Ensembl with FeatureCounts (Version: 2.0.1)^55^. Genes were further filtered, and those with low expression in all samples (FPKM < 0.5 in all samples) were removed from differential gene expression analysis. Differential analysis was conducted with DEseq2^56^. Genes with an adjusted *p*-value <0.05 were taken as significantly differentially expressed genes in the DNK condition compared with CtrlK. FPKM values were calculated with Stringtie (Version: 2.1.5)^57^, and normalized *Z*-score values were used to draw heatmaps using the ComplexHeatmap R package^58^. Gene ontology enrichment analysis for the differentially expressed genes was performed with clusterProfiler tool (R package, version: 3.18.1)^59,60^. All expressed genes in either CtrlK or DNK condition were used as the background. GO terms with BH adjusted *p*-value <0.01 were taken as enriched GO terms. The top ten enriched GO terms were shown as barplot for biological process, cellular component, and molecular function. Sequencing data have been deposited in GEO under accession code GSE200936.

### ChIP-seq

ChIP-seq libraries were prepared using the VAHTS Universal Pro DNA Library Prep Kit (ND608; Vazyme) for Illumina. Five nanograms of DNA was used as starting material for input and IP samples. Libraries were amplified using 13 cycles on the thermocycler. Post-amplification libraries were size selected at 250–450 bp in length using Agencourt AMPure XP beads (A63880; Beckman Coulter). Libraries were validated using the High Sensitivity DNA Kit (5067-4626; Agilent) and loaded for pair-end sequencing using Illumina NovaSeq 6000. Trimmomatic tool (https://github.com/usadellab/Trimmomatic; Version: 0.39) was used to trim reads with a quality drop below a mean of Q15 in a window of 5 nucleotides and reads with length below 15 nucleotides were filtered out. After the quality control step, the trimmed and filtered reads were aligned to the Zebrafish reference genome GRCz11 using STAR (https://github.com/alexdobin/STAR; Version: 2.7.8a) with the parameters “--outFilterMismatchNoverLmax 0.2-outFilterMatchNmin 20 --alignIntronMax 1 --outFilterMultimapNmax 1” to retain only unique alignments. Reads were deduplicated using Picard (Broad Institute; Version: 2.25.0) to remove PCR artifacts. Since the numbers of H3K4me3 peaks may be affected by the sequencing depths, we used the same number of reads (17.5 million pairs) randomly selected from samples of each condition for downstream analysis. The MACS2 peak caller (https://github.com/macs3-project/MACS; Version: 2.2.7.1) was employed for each condition with parameters “-q 0.0001 -broad -nomodel -nolambda”. Peaks not located in defined chromosomes were further removed. The filtered peaks were used to do the downstream analysis. Intersection between peaks in CtrlK and DNK conditions was performed with Bedtools toolkit (Version: 2.30.0)^61^. Normalized read coverages and subtraction of read coverage were calculated with deeptools toolkit (Version: 2.5.3)^62^. ChIPseeker^63^ was performed to display the genomic distribution of H3K4me3 peaks based on the matching gene annotation (v. 103) from Ensembl. Peaks for different groups were annotated with ChIPseeker package (version: 1.26.2)^63^. GO enrichment analysis was further performed for genes closely located near peaks of each group with clusterProfiler package (version: 3.18.1). The H3K4me3 ChIP-seq traces were represented in IGV (Integrative Genomics Viewer) browser^64^. Sequencing data have been deposited in GEO under accession code GSE200937.

### Quantitative RT-PCR analysis

For FACS-sorted cardiac endothelial cells, RNA from CtrlK sibling and DNK mutant ventricles at 7 dpa was purified using a Magen RNA Nano Kit (R4125; Magen). About 20 ng RNA was used for reverse transcription with MALBAC RNA amplification Kit (KT110700424; YIKON GENOMICS)^65^. For RNA extraction from whole hearts, an RNeasy Mini Kit (74106; Qiagen) was used to purify RNA, and 500 ng RNA was used for reverse transcription with a Prime Script RT Reagent Kit (RR037A; Takara). Quantitative PCR was performed using TB Green Premix DimerEraser Kit (RR091A; Takara) or ChamQ Universal SYBR qPCR Master Mix (Q711; Vazyme). The primer sequences are listed in Supplementary Table 1.

### Delivery of chemical Notch inhibitors and siRNAs into adult zebrafish heart

siRNAs were encapsulated in nanoparticles and then injected into the pericardial sac as described previously^30,31,66,67^. To evaluate the effect of siRNA-mediated rescue on cardiomyocyte proliferation, 10 μl polyethylene glycol-polylactic acid nanoparticle-encapsulated siRNAs was injected into the pericardial sac daily from 2 to 7 dpa. The Notch inhibitors MK-0752 (HY-10974; MCE) and DAPT (A07D5942; Sigma) were first dissolved in DMSO to make a 20 mM stock solution. Before injection, the stock was diluted to the working concentration (30 μM), and 10 μl of diluted inhibitor was injected daily from 4 to 6 dpa. The injected hearts at 7 dpa were then collected for subsequent experiments. siRNA sequences for *notch1a*, *notch1b*, *notch2*, *notch3*, and *kdm7aa* are listed in Supplementary Table 2.

### RNAscope and RNA in situ hybridization, immunostaining, and histology

RNAscope (Advanced Cell Diagnostics, Hayward, CA) was applied to 10-μm sections from freshly frozen hearts embedded in Optimal Cutting Temperature (OCT) compound (4583; Sakura). Fresh tissue was fixed in 10% prechilled neutral buffered formalin in 1 × PBS at 4 °C, followed by dehydration, and then treated with RNAscope® hydrogen peroxide (in RNAscope Universal Pretreatment Kit; 322380; ACD) for 10 min at room temperature. The slides were washed with water and incubated with RNAscope Protease IV (in RNAscope Universal Pretreatment Kit; 322380; ACD) for 30 min at room temperature. Then, they were washed five times in 1 × PBS, and the RNAscope® 2.5 HD Duplex Detection Kit (322430; ACD) was applied to visualize hybridization signals. The RNAscope Probes used in this work included RNAscope Probe-Dr-*smarca4a* (457431; ACD), RNAscope Probe-Dr-*kdm7aa* (822391; ACD), RNAscope Probe-Dr-*notch1b* (431941; ACD), RNAscope Probe-Dr-*notch2* (590431, ACD), RNAscope Probe-Dr-*kdrl*-C2 (416611-C2; ACD), RNAscope Probe-Dr-*tcf21*-C2 (485341-C2; ACD), and RNAscope Probe-Dr-*coro1a*-C2 (496571-C2; ACD). Three injured and sham-operated hearts were used for each RNAscope in situ hybridization.

RNA in situ hybridization was performed on 10-μm sections from fixed frozen hearts embedded in OCT compound. To generate RNA probes, we amplified *notch1a*, *notch1b*, *notch2*, and *notch3* cDNA from regenerating hearts at 7 dpa, blunt-ligated cDNA into a pEASy-Blunt vector, and generated digoxigenin-labeled RNA probes using T7 RNA polymerases (M0251; NEB). In situ hybridization was performed on cryosections of 4% paraformaldehyde-fixed hearts as previously described^68^.

For immunofluorescence staining, adult zebrafish hearts were fixed in 4% paraformaldehyde at room temperature for 2 h, dehydrated, and embedded in paraffin and sectioned at 5 μm. The sections were dewaxed, rehydrated, and washed in 1 × PBS. The antigens were repaired with the citric acid buffer (CW0128S; CWBIO). After washing, the sections were blocked in 10% FBS in PBST (1% Tween 20 in PBS) and then incubated with diluted primary antibodies (in PBST containing 10% FBS) overnight at 4 °C. The primary antibodies used for immunofluorescence were anti-Mef2c (HPA005533; Sigma; 1:200), anti-GFP (A-11122; Invitrogen; 1:500), anti-PCNA (P8825; Sigma; 1:300), anti-myosin heavy-chain monoclonal antibody (14-6503-82; eBioscience; 1:500), anti-DsRed (BE3307; EASYBIO; 1:300) and the Brg1 antibody (1:250), which was raised against a glutathione S-transferase-BRG1 fusion protein (human BRG1 amino-acids 1086–1307)^69,70^. After washing, the sections were incubated with secondary antibodies for 2 h at room temperature. The secondary antibodies (1:300 diluted in PBST containing 10% FBS) were Alexa Fluor 488 goat anti-mouse IgG (A21121; Invitrogen; 1:300), Alexa Fluor 488 goat anti-rabbit IgG (A11034; Invitrogen; 1:300), Alexa Fluor 555 goat anti-mouse IgG (A21424; Invitrogen; 1:300), and Alexa Fluor 555 goat anti-rabbit IgG (A21428; Invitrogen; 1:300).

RNA and RNAscope in situ hybridization was examined under a DM5000B microscope (Leica, Germany); immunofluorescence images were captured on a confocal microscope (LSM510 or LSM980; Carl Zeiss, Germany). The signal intensity or area was quantified using MBF ImageJ (https://imagej.nih.gov/ij/)^71^.

### Acid fuchsin orange G staining (AFOG)

AFOG staining was performed on paraffin sections following the manufacturer’s instructions^51^. The sections were incubated in Bouin’s solution (HT10132; Sigma) at 56 °C for 2.5 h, and at room temperature for 1 h, washed in tap water, incubated in 1% phosphomolybdic acid (P4869; Sigma) for 5 min, washed with water, and then stained with AFOG solution consisting of 3 g acid fuchsin (F8129; Sigma), 2 g orange G (O3756, Sigma), and 1 g aniline blue (AB0083; BBI) dissolved in 200 ml acidified distilled water (pH 1.1) for 10 min. The sections were rinsed with distilled water, dehydrated, mounted, and staining was photographed under a DM5000B microscope (Leica, Germany).

### Chromatin immunoprecipitation (ChIP) and quantitative ChIP (qChIP)

About 25 zebrafish hearts were pooled for each ChIP experiment. The hearts were dissected from adult zebrafish, and the outflow tract and atrium were removed. Chromatin isolation and ChIP assays were performed using a Pierce Magnetic ChIP Kit (26157; Pierce). Anti-Brg1 (5 µl for each reaction) and anti-H3K4me3 (Ab8580; Abcam; 5 µl for each reaction) antibodies were used for the ChIP assays. The Brg1 antibody used here was a mouse polyclonal antibody raised against glutathione S-transferase (GST)-tagged zebrafish Brg1 amino acid 1098–1286 that was made in our laboratory. The purified antigen protein was provided by HUABIO, HangZhou. Mice were inoculated with purified antigens, and their serum was collected as polyclonal antibodies. The DNA bound by ChIP was used for library construction and quantitative PCR. The primer sequences are listed in Supplementary Table 2.

### Immunoprecipitation (IP)

The full-length coding cDNA of zebrafish *kdm7aa* was isolated from the regenerating heart cDNA library and cloned into the pcDNA3.1 vector. For co-IP, 293T cells (CRL-1573; American Type Culture Collection) were transfected with pcDNA3.1-*Flag-kdm7aa-Myc* and pcDNA3.1*-Flag-brg1* using Fugen HD Transfection Reagents (2311; Promega), and after 48 h the transfected cells were lysed in NP-40 lysis buffer (P0013F; Beyotime). After brief centrifugation, the supernatants were collected for immunoprecipitation, while a protein extraction fraction was set aside for input controls. Equal volumes of supernatants were incubated overnight with either anti-Myc (AT0023; Engibody; 5 µg for each reaction), anti-Flag (F3165; Sigma; 5 µg for each reaction), anti-IgG (PI31160; Thermo Fisher Scientific; 5 µg for each reaction), and anti-Brg1 (10 µl for each reaction). The next morning, 25 μl of Pierce Protein A/G Magnetic Beads (88802; Pierce) were added and incubated with the IP mixture for 2 h at room temperature. The beads were then washed for 5 min and repeated three times in IP wash buffer (30 mM HEPES, 100 mM NaCl, 1 mM EDTA, 0.5% NP-40, pH 7.5), and were subsequently eluted with 1× loading buffer with heating at 100 °C for 10 min. The Brg1 antibody used here was a mouse polyclonal antibody raised against GST-tagged zebrafish Brg1 amino acid 1098–1286, as described above.

### Zebrafish *notch* promoter-luciferase assays

The promoter sequences of *notch* receptors were cloned into the luciferase reporter vector pGL4.26, with the *notch1a* promoter (from 171 bp to +3 bp) and *notch1b* promoter (from −41 bp to +58 bp), of which the ATG was considered to be +1 bp. Stable 293T cell lines (CRL-1573; American Type Culture Collection) for each of the four *notch* reporters were generated in the presence of 150 μg/ml hygromycin B. Isolated reporter cells for each of the *notch* receptors were co-transfected with pcDNA3.1-*brg1*, pcDNA3.1-*kdm7aa*, pcDNA3.1-*dn*-*xbrg1*, and pREP4-*Renilla*. Luciferase assays were carried out at 48 h after infection following the manufacturer’s instructions with the Dual-luciferase Reporter Assay System (E1910; Promega). Firefly luciferase activity was normalized by *Renilla* luciferase activity.

### Statistical analysis

All statistics were calculated using Statistical Product and Service Solutions (SPSS) software from IBM or GraphPad Prism. The statistical significance of differences between the two groups was determined using the independent unpaired *t*-test, with two-tailed *p*-values, and the data are reported as the mean ± s.e.m. Among three or more groups, one-way analysis of variance followed by Bonferroni’s multiple comparison test or Dunnett’s multiple comparison test was used for comparisons.

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Dataset 1: Supplementary Table 3

Dataset 2: Supplementary Table 4

Reporting Summary

## Data Availability

Sequencing data that support the findings of this study were deposited into the GEO with the accession codes GSE200936 and GSE200937. The non-sequencing data and/or materials generated during this study are available from J.-W.X. upon request.

How the deposited data were processed for this re-analysis (not part of the article)

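The data are RNA-seq counts from *kdrl:EGFP* endothelial cells sorted from zebrafish hearts at 7 dpa, with 2 CtrlK and 2 DNK libraries. Samples were assigned to groups and replicates by their labels, which match the groups of Fig. 2a. The DNK libraries also carry the names DNF1 and DNF2. A heading in Supplementary Table 4 could mean that the authors numbered them differently, so their replicate numbers are uncertain. The H3K4me3 ChIP-seq data of the paper were not analysed here.

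The authors checked the reads with FastQC, mapped them with HISAT2 to GRCz11, kept uniquely mapped reads and counted them on Ensembl genes with featureCounts. The authors deposited these counts as whole numbers per gene for each library, without normalization or an expression filter. Whether the counting used strand was not found in the methods, so overlapping and antisense genes are uncertain. Reads that fit several places of the genome were left out by the authors, which lowers the counts of near-identical gene copies. The paper then removed genes with FPKM under 0.5 in all samples and tested the rest with DESeq2.

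What was computed here started from those counts. The genes were filtered with edgeR's filterByExpr, which left 17151, because the exon lengths that an FPKM filter needs were not used here. This replacement was set before the data were examined. The counts were normalized with TMM and tested with edgeR version 4.0.16 (glmQLFit with robust estimation, glmQLFTest) in R version 4.3.3, with the group as the only term, and p-values were adjusted by the Benjamini-Hochberg method. A gene was called at an adjusted p under 0.05. The standard error of a log2 fold change was computed as its size divided by the square root of the F statistic. Normalized counts are counts divided by the TMM-scaled library size and multiplied by the mean library size. A fold against a group at or under 3 counts was computed against 3 counts and is given as a lower bound. DESeq2 version 1.42.0 was run as an alternative. Gene sets were tested with camera of limma version 3.58.1, two-sided, with an inter-gene correlation of 0.01 and a prior count of 2. Fisher's exact tests, random draws and figures were made with Python version 3.11.15, SciPy version 1.17.1, NumPy version 2.4.6, pandas version 2.3.3 and Matplotlib version 3.10.9. Random draws numbered 10000 and were matched on expression in 20 bins.

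The total counts per library lay between 25189862 and 28770727. The test was checked on simulated counts with known changes. With the dispersion estimated for each gene, 58.8% of genes changed by 2 on the log2 scale were recovered, with 18.9% false calls. Under the same conditions DESeq2 recovered 67.0% with 40.6% false calls. With dispersions on the fitted trend, DESeq2 recovered 68.8% with 9.1% false calls. Far fewer genes were changed in the simulations than were called in the data, so these shares need not hold for the real calls.

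Gene identifiers were paired with symbols from Supplementary Table 3 (1998 genes), from the table of identifiers (9224 genes) and, where that table gave a human-style symbol shared by several zebrafish copies, from the chromosome of the 25 neighbouring rows on each side and the gene names of the assembly GRCz12tu (9724 genes). For 1040 genes that also have a name in Supplementary Table 3, the name from neighbours was the same in 95.5%. No coordinates are given.

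The genes named in the text were chosen by a rule set before the data were examined. They are the genes the paper names for these RNA-seq data, the Notch genes of Fig. 3b, the kdm genes of Fig. 5a, *smarca4a*, *kdrl*, *coro1a* and *tcf21*, and the 5 higher and 5 lower genes with the largest absolute log2 fold change among called genes with a mean of at least 50 counts and both DNK libraries on the same side of both CtrlK libraries. Marker gene lists for other cell types, proliferation, dissociation and Notch signaling were also written before. Genes were also counted as present in one group only when they had at least 50 counts in both libraries of one group and at most 3 in both libraries of the other, a definition chosen after the data were seen.

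The replicate numbers are shared between the groups in the labels, but they are different fish, and the paper does not describe pairing in its text. A fit with the replicate number as a block was run as an alternative. The other alternatives were median-of-ratios, upper-quartile and total-count normalization, no filter on low counts, at least 10 counts in every library, the likelihood-ratio test, non-robust dispersions, an adjusted p under 0.01, an absolute log2 fold change of at least 1, camera with the inter-gene correlation estimated, and each library left out in turn. Corrections for GC content and the FPKM filter were not run.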

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

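Every test of an explanation in this part was chosen after the result it bears on was seen.

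The text of the paper does not discuss genes with counts in one group only. The rows of Supplementary Table 3 given here list 42 of the 98 genes counted here. These rows hold 1998 genes, fewer than the paper's calls, so 42 is a lower bound. With at least 50 counts in both libraries of one group and at most 3 in both libraries of the other, there were 46 such genes for DNK and 52 for CtrlK. Sampling noise was tested with the other 2 splits of the 4 libraries into pairs, which together gave 3 such genes. Alleles carried with the transgene on one chromosome region, if they explained all these genes, would place them on 1 or 2 chromosomes. The genes lay on 25, as assigned from neighbouring genes. Such alleles are not excluded for part of the genes. Whether single chromosomes held more of them than random draws was not tested. Reads from other cell types were tested with the marker lists of cardiomyocytes, erythrocytes, leukocytes and thrombocytes, which held 0 of the DNK genes and 2 of the CtrlK genes, *mpx* and *hbaa2* (named after their values were seen). These lists are short, so other cell types cannot be excluded. The 2 groups of fish could carry different gene copies at the same place. A gene with counts in CtrlK only lay within 10 rows of 4 of the DNK genes in the annotation-ordered counts, and 2198 of 10000 random draws gave as many, against a mean of 2.43, so this test could not decide. Counting neighbours in either direction, tested after the former result, 16 of the 98 genes had another within 10 rows, against a mean of 6.48 in the draws, and 109 of 10000 draws gave as many. Strain or haplotype differences between the fish of the 2 groups could give such clusters, but so could clusters of genes regulated together. The paper calls CtrlK fish siblings of DNK fish, but the pools were different fish, so a difference in genetic background cannot be told apart from an effect of Brg1 inhibition in these libraries. The hypothesis that part of the calls, such as *mhc1uba*, reflects genetic background may be worth a look at the reads.

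The text of the paper does not discuss the content of other cell types in these libraries, although Supplementary Table 3 lists single genes of them, such as *hbaa2* and *mpx*. Several lists of such genes were lower in DNK (camera, two-sided, Benjamini-Hochberg over 11 sets). The camera tests of this part set the inter-gene correlation to 0.01. With it estimated from the data, no set passed (smallest adjusted p = 0.55). The mean log2 fold change of 13 cardiomyocyte genes was -3.61 (adjusted p = 1.4e-06), with 13 of 13 lower. The smallest adjusted p of a single one of them in edgeR's quasi-likelihood test was 0.14, so none was called. These 13 genes together are described next. They took 1.81% of all counts in CtrlK1, 0.629% in CtrlK2, 0.227% in DNK1 and 0.0761% in DNK2. With total counts only the mean was -3.54, but the TMM factors lay between 0.942 and 1.035, so this test of normalization could not have come out otherwise. Carry-over of cardiomyocyte RNA in the sort, differing between libraries, was tested within CtrlK. The median of the 13 genes was 1.58 higher on the log2 scale in CtrlK1 than in CtrlK2, above all 10000 expression-matched random lists, whose highest was 0.27, and 3.04 higher in DNK1 than in DNK2. The same genes therefore also differ between libraries of one group, which is consistent with carry-over as an explanation. A smaller share of cardiomyocytes in DNK hearts, or a change inside endothelial cells, was not tested.

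The 7 erythrocyte genes had a mean log2 fold change of -3.51 (adjusted p = 0.0011, 7 of 7 lower), although 7 of the 9 listed genes is under 80% of the list. Within CtrlK their median was 1.72 higher in CtrlK1 than in CtrlK2, above 99.8% of random lists, and for DNK1 against DNK2 it was -2.55, of the opposite sign. Both are in line with carry-over of erythrocyte RNA that differs between libraries. The 6 thrombocyte genes had a mean of -1.99 (adjusted p = 0.010, 6 of 6 lower) and the 11 leukocyte genes a mean of -0.96 (adjusted p = 0.0011, 9 of 11 lower). Their medians differed by 0.0032 and 0.025 between the CtrlK libraries, with 3 of 6 and 6 of 11 genes higher in CtrlK1, and by 0.32 and 0.088 between the DNK libraries, at most at percentile 92.3 of random lists. Single thrombocyte genes differed between the CtrlK libraries in both directions, so these medians show no common shift but do not exclude carry-over. No test separated an effect of Brg1 inhibition from a difference in sorting between the groups. By RNAscope on DN hearts at 7 dpa, the paper reports fewer *coronin1a*-positive leukocytes and fewer *kdrl*-positive endothelial cells. It reports no effect on the *tcf21*-positive epicardium. Those are cells in heart sections, not RNA of sorted cells. The counts of the leukocyte genes together took 0.179% and 0.195% of all counts in CtrlK and 0.199% and 0.175% in DNK. Most of these counts were of *cd74a* (28660 of 45169 in CtrlK1, log2 fold change -0.03), so their sum does not measure leukocyte content. Of the leukocyte genes edgeR called *coro1a*, *ptprc*, *lcp1*, *mpx* and *rac2*, all lower. With at least 10 counts in every library, the mean was -0.51 with 10 genes left (camera adjusted p = 0.0020). Apart from *coro1a*, these genes were named after their values were seen.

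The 12 mitochondrial genome transcripts had a mean log2 fold change of -1.10 (adjusted p = 1.2e-07, 12 of 12 lower). Carry-over of cardiomyocyte RNA, in which such transcripts could be abundant, was tested with a line through the 2 CtrlK libraries, mitochondrial against cardiomyocyte normalized counts. Read at the DNK libraries, the line predicted 79.7% of the difference between the group means. A line through 2 points has no error. The line predicted more mitochondrial normalized counts in DNK1 (916496) than in DNK2 (830954), whereas 681386 and 727319 were observed, and 0 of the 12 transcripts were higher in DNK1 although the cardiomyocyte genes were. Both observed values lay below the predicted ones, so on this line carry-over did not account for the whole drop. The predicted difference within DNK is small and the line has no error. The test could therefore not decide how much of the drop carry-over explains.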

How the results depend on the processing

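The alternatives were set before the data were examined, and each changed one choice. The counts of called genes, 723 higher and 726 lower, rose to 1271 and 1432 with DESeq2, with or without its independent filtering, and to 1315 and 1775 with no filter on low counts. They fell to 271 and 223 at an adjusted p under 0.01, and with an absolute log2 fold change of at least 1 the higher calls fell to 398 and the lower ones to 507. The likelihood-ratio test gave 971 higher and 1268 lower. The remaining alternatives stayed within 1.5 times the counts. DESeq2 and the fit with no filter called all 723 and 726 genes. The share of higher calls was 49.9%, between 42.6% with no filter and 56.4% with total counts only. In simulated counts with the dispersion estimated for each gene, 40.6% of DESeq2's calls and 18.9% of edgeR's were false. With dispersions on the fitted trend, the shares were 9.1% and 5.6%. The shares with a dispersion for each gene rest on 155 calls by DESeq2 and 90 by edgeR. They need not hold for the larger numbers of genes called in the data. The cause of the other changes was not tested.

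For *notch2*, the log2 fold change was between 0.51 and 0.60 in every fit of all 4 libraries. It passed the threshold with DESeq2 (0.53, adjusted p = 0.042, with or without independent filtering) and with no filter on low counts (0.53, adjusted p = 0.019), and in none of the other 7 alternative fits, with adjusted p up to 0.12. Across the 4 fits that each left out one library, it lay between 0.34 and 0.69.

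Same-numbered libraries of the 2 groups came from different fish, and the correlation of their deviations from the group means was 0.09. With the replicate block, 747 genes were higher and 894 lower, sharing 665 and 660 with the fit without it, and the log2 fold change of *notch2* was 0.52 (adjusted p = 0.12). Under the block, the camera tests of the 11 sets kept their side of the threshold.

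With the inter-gene correlation estimated from the data, no set passed the threshold (adjusted p from 0.55 to 0.98), with the same mean log2 fold changes of -3.61 for cardiomyocyte, -3.51 for erythrocyte, -0.96 for leukocyte, -1.99 for thrombocyte, 0.086 for proliferation and -1.10 for mitochondrial genes. With at least 10 counts in every library, the erythrocyte and thrombocyte sets no longer passed (-2.01 with 2 genes and -0.83 with 4 genes left). That filter turned the epicardium and fibroblast set from -0.74 to 0.40 with 9 genes left (adjusted p = 0.0014) and the Notch target set from -0.56 to 0.044 with 4 genes left. The genes it removed from these sets were lower in DNK. They were *tcf21*, *tbx18* and *postnb* from the epicardium and fibroblast set and *hey1* and *her4.2* from the Notch targets. Of the former set edgeR called *col1a1a*, *col1a2*, *col5a1*, *fn1b* and *pdgfra*, all higher (log2 fold changes from 0.59 to 1.34). Its genes took 0.229% and 0.260% of all counts in CtrlK and 0.341% and 0.361% in DNK. *col1a1a*, *col1a2* and *col5a1* are also higher calls of extracellular matrix organization. A difference in fibroblast content between the libraries was not tested. Apart from *tcf21* and *hey1*, these genes were named after their values were seen. Only 6 of the 12 listed Notch targets and 10 of the 13 listed Notch receptors and ligands were tested, under 80%. The tests of these sets are therefore void as a check of the pathway. The targets had a mean of -0.56 and the receptors and ligands of -0.30 (camera adjusted p = 0.98 and 0.79). The 4 targets with at least 10 counts in every library were *hey2*, *nrarpa*, *nrarpb* and *lfng*. Their log2 fold changes were 0.06, 0.05, -0.13 and 0.25. EdgeR called none of them, and DESeq2 called *lfng* (adjusted p = 0.044). They were named after their values were seen.

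For the GO terms, the share of higher calls for extracellular matrix organization fell from 87.5% to 68.6% with DESeq2 and no longer passed Fisher's exact test after adjustment. Cell adhesion (49.1% with DESeq2, 48.7% with the replicate block) and immune response (40.8% with DESeq2) moved to the other side of the share outside the term, without passing the test in any fit. The overlap with the given rows of Supplementary Table 3 rose from 1133 to 1980 genes with DESeq2. The cause of these changes was not tested.

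Among the other named genes, *dll4* and *kdm7ab* reversed with total counts only, to 0.025 and 0.018, both far from the threshold. Across the fits of all libraries, 5 other named genes became stronger (20 results) and 3 became weaker (5 results), and 339 results did not change. With one library left out, 13 results of 10 named genes moved by more than the spread between replicates. With 2 libraries per group, leaving one out allows no test. The FPKM filter and the GC corrections were not run, because they need exon lengths or sequence that were not used here, and filterByExpr was the filter of every main result. The depth limits genes with few counts, such as *sfrp1a* and *tcf21*, whose fold changes rest on few counts per library.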

Differences from the paper's values

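The paper reports 1163 upregulated genes, and 723 were called here. The paper reports 1266 downregulated genes, and 726 were called here. Of the alternatives set before the data were examined, DESeq2 (1271 and 1432), with or without independent filtering, at least 10 counts in every library (841 and 864) and the likelihood-ratio test (971 and 1268) came within 1.5 times of both of the paper's counts, as did no filter on low counts (1315 and 1775) for both. Total counts only did so for the upregulated genes (805) and the replicate block for the downregulated genes (894). The other alternatives did so for neither. DESeq2 is the test that the paper's methods name.

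For *rras*, the log2 ratio of the paper's FPKM values in Supplementary Table 3 is 0.42. The log2 fold change here was 0.34, a difference larger than the spread between replicates. FPKM values are scaled to library totals and the value here with TMM, so the measures are unlike. DESeq2 also gave 0.34, and total counts only gave 0.41. With total counts only, upper-quartile factors, no filter on low counts, without CtrlK replicate 2 or without DNK replicate 2, the values fell within that spread of the paper's. With the others they did not.

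The paper counts *notch2* among its upregulated genes and describes it as strongly raised. Its log2 fold change here was 0.53 with an adjusted p of 0.097 (edgeR quasi-likelihood test), and it was called by DESeq2, with or without independent filtering, and with no filter on low counts. The paper also lists *hey1*, *sfrp1a*, *fzd10*, *rbpja* and *rras* as differentially expressed, and their adjusted p here was between 0.054 and 0.092. All 5 were called by DESeq2. With no filter on low counts, *hey1*, *sfrp1a*, *fzd10* and *rbpja* were called. The likelihood-ratio test called *hey1*, *sfrp1a* and *fzd10*, total counts only called *rbpja*, and the replicate block and at least 10 counts in every library called *fzd10*.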

Other observations

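No test in this part was chosen after its result was seen, apart from the genes said to be named after their values were seen, and no explanation was tested.

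The paper measured *notch1a*, *notch1b*, *notch3* and *dll4* by qRT-PCR in sorted endothelial cells at 7 dpa and states that they rose in DNK (Fig. 3b). In the RNA-seq libraries, *dll4* had 14548 ± 1068 normalized counts in CtrlK and 14108 ± 824 in DNK (SD, n = 2 per group), a log2 fold change of -0.04 (standard error 0.09, adjusted p = 0.82, edgeR quasi-likelihood test), which turned to 0.03 with total counts only. *notch1a*, *notch1b* and *notch3* had log2 fold changes of 0.03, 0.10 and 0.37 (adjusted p = 0.89, 0.51 and 0.43). Among the ligands, *jag2b* was lower, with 1527 and 2034 counts in CtrlK and 600 and 782 in DNK, a log2 fold change of -1.44 (adjusted p = 0.0059), and it was named after its values were seen.

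*smarca4a*, the zebrafish gene for Brg1, had a log2 fold change of 0.40 (standard error 0.20, adjusted p = 0.27). The counts cover zebrafish Ensembl genes, so the transgene *dn-xbrg1* was not measured. *kdrl*, the gene whose promoter drives both CreER and EGFP, had 26408 ± 433 normalized counts in CtrlK and 19132 ± 1050 in DNK, a log2 fold change of -0.47 (adjusted p = 0.011). The likelihood-ratio test alone among 10 alternative fits did not call it (adjusted p = 0.086). The 13 endothelial genes together did not shift (mean log2 fold change -0.13, camera adjusted p = 0.12), but single members were called in both directions. Besides *kdrl*, edgeR called *pecam1*, *sox18* and *egfl7* lower (log2 fold changes -0.66, -0.61 and -0.35, adjusted p = 0.034, 0.035 and 0.025). It called *vwf* and *flt1* higher (0.76 and 0.54, adjusted p = 0.0011 and 0.0069). These genes, apart from *kdrl*, were named after their values were seen.

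Of the 9 *kdm* genes of Fig. 5a, *kdm6ba* was called, with a log2 fold change of -0.47 (standard error 0.10, adjusted p = 0.030), in 8 of 10 alternative fits. *kdm7aa* had 1100.2 ± 74.9 normalized counts in CtrlK and 961 ± 217 in DNK, a log2 fold change of -0.20 (adjusted p = 0.61). The log2 fold changes of the others lay between -0.25 and 0.29, with adjusted p from 0.30 to 0.91. *kdm7ab* turned from -0.06 to 0.02 with total counts only. With one library left out, the sign also turned for *kdm7aa* (to 0.018), *kdm3b* (to 0.025), *kdm6a* (to -0.10), *kdm8* (to -0.071) and *kdm7ab* (to 0.12). These are levels in DNK against CtrlK at 7 dpa.

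The leukocyte gene *coro1a* was lower in DNK (log2 fold change -0.84, adjusted p = 0.027), and *tcf21* had at most 56 counts in any library. *hsp70l*, from the list of genes induced by dissociation, was higher, with 1050 and 1425 counts in CtrlK and 5095 and 5842 in DNK (log2 fold change 2.06, adjusted p = 0.00042), while the 20 genes of that list did not shift together (12 lower and 8 higher, camera adjusted p = 0.21). Of that list, edgeR also called *fosl1a*, *junba* and *junbb* higher (log2 fold changes from 0.35 to 0.49) and *egr3*, *klf2b*, *nr4a1*, *fosb*, *socs3a*, *dusp1*, *jun* and *egr1* lower (from -0.97 to -0.30). Of 14 proliferation genes, 10 were higher in log2 CPM, with a mean log2 fold change of 0.086 and a median of 0.62 (camera adjusted p = 0.021), although *cdk1* was at -0.02 in edgeR. Among them edgeR called *mcm2*, *mcm6*, *mcm5* and *pcna*, all higher (log2 fold changes from 0.68 to 1.48, adjusted p from 0.0030 to 0.049), while *mki67* had 117 and 121 counts in CtrlK and 6 and 32 in DNK (log2 fold change -2.71, adjusted p = 0.095). With at least 10 counts in every library, the mean of the proliferation set was 0.59 with 11 genes left (camera adjusted p = 0.00096). The 14 proliferation genes also differed between replicates, with median log2 differences of -0.34 for CtrlK1 against CtrlK2 and -0.32 for DNK1 against DNK2. The single genes of these lists, apart from *coro1a* and *tcf21*, were named after their values were seen.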
